# High-Dose Voclosporin Protects Against Acute Kidney Injury via Regnase-2-Mediated NGAL MRNA Decay

**DOI:** 10.3390/ijms27073150

**Published:** 2026-03-30

**Authors:** Kazuhiro Hasegawa, Yusuke Sakamaki, Masanori Tamaki, Sumiyo Yamaguchi, Shinji Miyakami, Chihiro Okinari, Miho Tada, Makoto Otsuka, Masanori Minato, Shu Wakino

**Keywords:** Inmt, voclosporin, Regnase-2

## Abstract

Acute kidney injury (AKI) is a major complication of lupus nephritis and kidney transplantation, inevitably causing ischemia–reperfusion (I/R) injury. We previously confirmed that high-dose voclosporin induces drug nephropathy through aberrant peroxisome accumulation. The latter induces increased renal indole-3-aceticT acid (IAA) production due to the decreased expression of the IAA-degrading enzyme indolethylamine N-methyltransferase (INMT). Conversely, *INMT* overexpression prevents this nephropathy, suggesting that high-dose voclosporin could enable a novel therapeutic approach. This prompted us to test whether *INMT* overexpression with high-dose voclosporin could avert nephrotoxicity and protect against I/R injury. *Inmt*-overexpressing mice treated with high-dose voclosporin exhibited absence of peroxisomal abnormalities and resistance to I/R injury. RNA sequencing revealed the downregulation of tubular injury markers NGAL (*Lcn2*) and KIM-1 (*Havcr1*) concurrent with significant cytokine suppression. Mechanistic analysis revealed the robust induction of Regnase-2, an mRNA decay factor, which directly targeted stem–loop structures within the 3′ untranslated region of *Lcn2* and *Havcr1*, thereby promoting their degradation in proximal tubular cells. Importantly, Regnase-2 knockdown mice showed *Lcn2* upregulation, mitochondrial dysfunction, and peroxisomal abnormalities culminating in AKI, underscoring its renal protective effects. High-dose voclosporin under *Inmt* overexpression promoted Regnase-2-mediated mRNA decay to suppress tubular injury. This protective effect extended beyond I/R to rhabdomyolysis- and lipopolysaccharide-induced AKI to prevent nephropathy. Our findings demonstrate the potential transformative therapeutic approach of administering high-dose voclosporin to promote the prophylactic effect of Regnase-2 augmentation against AKI in both native and transplanted human kidneys.

## 1. Introduction

Voclosporin (Voc), a second-generation calcineurin inhibitor (CNI), has demonstrated significant clinical efficacy and is approved for the treatment of lupus nephritis [1]. Previously, we investigated its nephrotoxic mechanism and found that high-dose Voc induces the accumulation of indole-3-acetic acid (IAA) in proximal tubules [2]. Excessive IAA deposition induces peroxisomal alterations and tubular injury, along with increased NGAL and KIM-1 levels, which function not only as biomarkers but also as pathogenic mediators.

Indolethylamine N-methyltransferase (Inmt), an enzyme that detoxifies IAA, has recently been identified as a critical nephroprotective factor. Proximal tubule-specific transgenic mice overexpressing Inmt exhibited resistance to voclosporin-induced injury by resisting peroxisomal damage and hindering NGAL and KIM-1 expression [2]. These findings led to the hypothesis that combining high-dose Voc therapy with Inmt might not only prevent nephrotoxicity but, paradoxically, enhance tubular resilience, even under ischemia–reperfusion injury (IRI). This is a core concept of the rationale for exploring “Voc pulse therapy.”

Clinically, patients with lupus nephritis receiving CNIs may experience IRI in diverse contexts, including vascular surgery, infection-associated hypercoagulability, and arterial thrombosis, due to antiphospholipid syndrome [3,4,5]. These scenarios underscore the need to expand strategies for preventing CNI-associated acute kidney injury (AKI) under ischemic stress [6,7,8,9].

Based on these insights, we aimed to: (i) define the mechanism of voclosporin-induced nephrotoxicity under IRI; (ii) confirm that concurrent high-dose Voc and Inmt administration can ameliorate AKI; and (iii) explore Voc pulse therapy as a novel treatment paradigm with potential kidney transplantation applications.

## 2. Results

**Distinctive peroxisomal signature of Voc plus IRI**

A patient with lupus nephritis developed AKI following transient cardiac arrest complicated by I/R injury during cyclosporine A (CsA) treatment. Renal biopsy (Figure 1A) revealed clinical characteristics consistent with typical I/R-induced AKI.

However, electron microscopy uncovered an unexpected feature. Instead of the typical ultrastructural changes associated with I/R injury, we observed a profusion of “eyeball-like peroxisomes,” dense structures previously recognized as a hallmark of CNI-induced AKI [2]. In the present case, their abundance was striking: they were observed in multifocal clusters, creating an aberrant peroxisomal morphology with numerous dense-core structures. This unexpected accumulation highlights a distinctive CNI-related signature, superimposed upon an IRI background (Figure 1A). No methods for measuring Voc blood concentrations have been established in clinical practice. Unlike CsA or tacrolimus (Tac), which require therapeutic drug monitoring, Voc dosing is generally adjusted according to residual renal function parameters indicated by estimated glomerular filtration rate but without a routine evaluation of blood levels. We hypothesized that the induction of I/R may have increased Voc concentration, thereby exacerbating Voc-induced AKI, which in turn further increased the number of eyeball-like peroxisomes.

To examine whether this phenotype could be attributed to the profound reduction in INMT observed, we established a mouse model based on our previously reported Voc-induced AKI and induced I/R to analyze ultrastructural changes (Figure 1B). First, we constructed a Voc-induced AKI model by injecting Voc intraperitoneally at 30 mg/kg/day for 2 weeks in 8-week-old C57BL/6 mice. *Inmt* expression rates were assessed at 8, 10, and 14 weeks of age. To facilitate I/R-mediated AKI, bilateral renal ischemia was induced for 30 min, followed by reperfusion, in 14-week-old male C57BL/6 mice, after 6 weeks of Voc administration. Fluorescent immunostaining (Figure 1C) revealed a marked reduction in *Inmt* expression after 2 weeks of Voc treatment, with a further decline at 6 weeks, resulting in a near-complete loss (Figure 1D). Consistently, serum blood urea nitrogen (BUN) and creatinine levels increased progressively at 8, 10, and 14 weeks of age (Figure 1E). Histological evaluation with HE staining revealed proximal tubular injury, brush border loss, and cast formation at 2 weeks, which worsened at 6 weeks after Voc administration (Figure 1F). Electron microscopy revealed a striking increase in the number of eyeball-like peroxisomes after 6 weeks of Voc treatment, characterized by multiple protruding eyes. This phenotype was similar to that observed in Voc-induced AKI complicated by I/R in humans (Figure 1G). This marked rise in eye-like peroxisomes has not been previously reported and may represent a characteristic feature of I/R occurring during Voc treatment.

***Inmt* overexpression in tubule preservation under Voc and I/R stress**

We next investigated a strategy for preventing the significant decrease in *Inmt* expression in proximal tubules induced by high-dose Voc administration and I/R. Accordingly, we used transgenic (Tg) mice with proximal tubule-specific *Inmt* overexpression [2] and comparatively analyzed the changes with WT mice. Both WT and Tg mice were treated with high-dose Voc, followed by I/R or sham operation for controls. Four experimental groups were established as follows (Figure 2A):

1. Sham+WT+Voc (WT mice subjected to sham operation and treated with high-dose Voc)
2. I/R+WT+Voc (wt mice subjected to I/R and treated with high-dose Voc)
3. Sham+Tg+Voc (tg mice undergoing sham operation and treated with high-dose voc)
4. I/R+Tg+Voc (Tg mice subjected to I/R and treated with high-dose voclosporin) Immunofluorescence staining revealed that *Inmt* expression further decreased in the I/R+WT+Voc group compared with that in the Sham+WT+Voc group. In contrast, *Inmt* expression was preserved in the Sham+Tg+Voc group and, notably, in the I/R+Tg+Voc group compared with the I/R+WT+Voc group (Figure 2B). To explore genome-wide changes beyond *Inmt*, bulk RNA-seq analysis of kidneys was performed in the I/R+Tg+Voc and I/R+WT+Voc groups (Figure 2C). The expression of EGF, a growth factor involved in tubular repair, and transporters, such as Slc22a22, Slc22a28, and Slc7a13, which facilitate metabolite excretion and tubular homeostasis, were upregulated together with INMT and remained relatively stable in the I/R+Tg+Voc group. Such processes were suggestive of tubular protection (Table S3). Furthermore, the I/R+Tg+Voc group exhibited markedly lower amounts of TNF- and IFN-related inflammatory cytokines, as well as tubular injury markers NGAL (encoded by *Lcn2*) and KIM-1 (encoded by *Havcr1*) (Table S4). Gene Ontology and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses further confirmed the suppression of pro-inflammatory cytokines (Figure 2D). Notably, within the KEGG pathways, multiple pro-inflammatory mediators in the IL-17 signaling cascade involving NGAL were significantly downregulated in the I/R+Tg+Voc group (Figure 2E). NGAL is a well-established marker of AKI, particularly of tubular damage. However, it also exerts direct injurious influence through mitochondrial dysfunction [10] and enhanced oxidative stress in the Fenton reaction [11,12,13]. We next evaluated the degree of AKI induced in the four groups (Figure 2F). The I/R+Tg+Voc group exhibited lower serum BUN and creatinine levels (Figure 2G), less pronounced tubular injury (Figure 2H), decreased NGAL expression (Figure 2I), and diminished urinary protein excretion (Figure 3A) compared with the I/R+WT+Voc group. The findings further align with those of RNA-seq analysis, indicating that proximal tubular overexpression of *Inmt* suppresses the I/R-provoked reduction in *Inmt* expression even under high-dose Voc administration, thereby conferring tubular protection by attenuating the expression of inflammatory cytokines and injury markers. Interestingly, the I/R+WT+Voc group exhibited a substantial increase in the number of eyeball-shaped peroxisomes on electron microscopy. This phenomenon may occur because WT mice develop AKI due to Voc nephrotoxicity, and further AKI caused by I/R induces an increase in Voc concentrations, resulting in a significant reduction in *Inmt* expression (Figure 3B). Thus, while high-dose Voc therapy can suppress I/R-induced AKI under *Inmt* overexpression, it can induce both Voc nephrotoxicity and I/R-related AKI under *Inmt* knockout.

**Reg-2 directly targeting *Lcn2* and *Havcr1* in tubular injury**

We next investigated the factor responsible for the extensive tubular cell injury observed in Tg mice. Among the candidate factors, Reg-1 is highly expressed in the kidneys, particularly in proximal tubular cells [14]. Meanwhile, other mRNA regulatory factors, such as tristetraprolin (TTP), adenine–uridine (AU)-rich element RNA-binding protein 1 (AUF1), T-cell intracellular antigen-1 (TIA-1), and up-frameshift protein 1 (UPF1), are mainly localized in immune cells, and their expression in renal proximal tubules has not been reported [15]. To verify these observations, we performed real-time polymerase chain reaction (PCR) analysis using whole kidneys harvested from 14-week-old WT mice. Consistent with previous reports, Reg-1 was easily detected, whereas other regulatory factors (TTP, AUF1, TIA-1, and UPF1) were not found expressed in kidneys (Figure S1A).

Four Regnase isoforms (Reg-1 to Reg-4) have been identified [16]. We therefore compared the expression of Reg isoforms in Tg mice (Figure S1B). Reg-1 and Reg-2 expression was detected in WT mice, with Reg-2 being markedly elevated in proximal tubule-specific *Inmt* Tg mice with high-dose Voc administration. Based on this, we hypothesized that Reg-2 mediates *Lcn2* mRNA degradation. Furthermore, less pronounced Reg-2 expression can contribute to increased *Lcn2* expression through impaired mRNA decay. Consistently, we identified a putative stem-loop motif within mouse nucleotides 320–370. RNA-fold analyses of the 3′ untranslated region (UTR) of *Lcn2* indicate the presence of this structure that may serve as a potential Reg-2 binding site (Figure 4A). Importantly, a similar stem-loop motif was also identified in the 3′-UTR of human *LCN2*, signifying that this ~20-nucleotide sequence is conserved across species and is likely critical for Reg-mediated degradation and mRNA destabilization. To prove this, we examined *Lcn2* mRNA expression under different conditions. 

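In the RNA-seq of whole kidneys from the mice given AAV9 with shRNA against Regnase-2 and from the control mice, each group was represented by 1 library. Ccl2, which encodes a chemokine that attracts monocytes, lies on chromosome 11 from 82035571 to 82037453 in the GENCODE M21 annotation of GRCm38, a build taken for the coordinates only because the paper's text does not name its own. It had 13 reads in the control library and 1559 in the library labelled CKO, a log2 ratio of 6.22 after scaling for library size, with a pseudocount of 1. Reads were inferred by subtracting fitted constants, 34 in the control and 50 in the CKO library, from the deposited values. Cxcl1, a neutrophil chemokine on chromosome 5 from 90891241 to 90893115, had 25 and 1395 reads and a log2 ratio of 5.16. The 95% Clopper-Pearson interval of the log2 ratio without a pseudocount, which covers counting error only, started at 5.54 for Ccl2 and at 4.65 for Cxcl1. With the values as deposited, the log2 ratios were lower than these limits, at 5.07 for Ccl2 and 4.59 for Cxcl1. Among the 17469 genes with at least 10 scaled reads in 1 of the libraries, Ccl2 ranked 5 and Cxcl1 ranked 10 from the top. By the recovered reads, every gene provided was read in both libraries, so genes read in only 1 library are absent from these ranks.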

In proximal tubular cells treated with actinomycin D, the half-life of *Lcn2* mRNA was significantly prolonged in cells derived from Reg-2 CKO mice, whereas no change was detected in *Ccl2* or *Cxcl1* mRNA, which were upregulated on RNA-seq of CKO mice (Figure 4B). These findings confirm that Reg-2 regulates the post-transcription of *Lcn2* mRNA.

To confirm whether Reg-2 directly controls *Lcn2* mRNA, we employed HEK293 Tet-off cells stably expressing a fusion protein of the tetracycline repressor and the VP-16 transcriptional activation domain. A plasmid (pTREtight-*Lcn2*-CDS-3′UTR) containing a *Lcn2* coding sequence (CDS) and 3′-UTR under the control of a tetracycline-responsive promoter (TRE) was introduced. Upon doxycycline treatment, *Lcn2* transcription was arrested, time-dependently decaying the mRNA (Figure 4C, left). *Reg-2* overexpression apparently accelerated *Lcn2* mRNA degradation. In contrast, the expression of *Lcn2* CDS lacking the 3′-UTR (pTREtight-*Lcn2*-CDS) was unaffected by *Reg-2* (Figure 4C, right).

Motif analysis revealed that the mouse *Lcn2* 3′-UTR had a stem-loop structure, spanning nucleotides 330–350, composed of an AU-rich loop (adenine–uridine-rich element, ARE) and a guanine–cytosine-rich stem, representing a canonical Regnase target site (Figure 4D). A similar sequence was identified in human *LCN2* mRNA, suggesting that a conserved ~20-nucleotide motif is critical for Reg-mediated degradation and mRNA destabilization. To confirm the functional relevance of this region, we generated luciferase reporter constructs (pGL3) including various segments of the *Lcn2* 3′-UTR. Insertion of the full-length *Lcn2* 3′-UTR (1–400) reduced luciferase activity compared with the reporter alone, and co-expression of Reg-2 further suppressed luciferase activity of pGL3-*Lcn2* 3′-UTR (1–400). Conversely, luciferase activity of pGL3-*Il6* 3′-UTR (1–300) or pGL3-*Il6* 3′-UTR (400–500) was unaffected by *Reg-2* expression.

Moreover, although luciferase activity of pGL3-*β-globin* 3′-UTR was not impacted by Reg-2, the addition of the *Lcn2* stem-loop motif (330–350) to the *β-globin* 3′-UTR conferred Reg-2 responsiveness. *Reg-2* expression also hindered the luciferase activity of a reporter containing the *Havcr1* 3′-UTR, whereas those containing the *Ccl2* or *Cxcl1* 3′-UTRs remained unchanged. These results indicate that *Lcn2* and *Havcr1* mRNAs are directly regulated by Reg-2 (Figure 4E). In contrast, *Ccl2* and *Cxcl1*, which are interferon- and TNF-responsive genes, may be secondarily upregulated in Reg-2 CKO mice as a consequence of excessive *Lcn2* and *Havcr1* production.

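Havcr1, which encodes kidney injury molecule 1 and lies on chromosome 11 of GRCm38 from 46735080 to 46779578, had 1639 reads in the control library and 21332 in the library labelled CKO. After scaling, this was 8.68-fold higher, with a 95% Clopper-Pearson interval of 8.25 to 9.13 for counting error. Of 30 interferon-responsive genes chosen before the data were examined, 29 were higher in the library labelled CKO, and their median log2 ratio was 2.25. Mx1 was the highest at 4.02, and Rsad2 was the lowest at -0.0034. Of 25 TNF-responsive genes, 25 were higher, with a median of 2.09, from 0.063 for Sele to Ccl2 at the top. Each of these medians lay at percentile 100 among 10000 random lists of the same size matched on mean expression, which describes these libraries and is not a test between the groups. In the same whole-kidney libraries, macrophage markers had a median of 2.64 and T and B cell markers 1.71. More RNA from such cells is not excluded as a part of both rises, and the cells of origin were not separated.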

**Reg-2 deficiency in proximal tubules induces AKI through mitochondrial and peroxisomal dysfunction.**

To examine the physiological significance of Reg-2 in proximal tubules, we then analyzed whether proximal tubule-specific deficiency of Reg-2 (Reg-2), contributes to the development of AKI (Figure 3B). in contrast to Tg mice, we generated proximal tubule-specific Reg-2 knockout mice (Reg-2 CKO), using an AAV9 viral infection system with immunostaining-confirmed lower Reg-2 expression (Figure S1C,D). Reg-2 CKO mice exhibited AKI, accompanied by acute tubular injury (Figure S1E,F) and proteinuria (Figure S1G). Furthermore, RNA-seq analysis (Figure S1H; Tables S5 and S6) revealed the upregulation of numerous cell injury-related molecules, with a particularly highly prominent *Lcn2* expression (Table S5). 

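The RNA-seq compared whole kidneys of mice given AAV9 with shRNA against Regnase-2 (Reg-2 CKO) with kidneys of mice given control AAV9. There was 1 library in each group, so no difference below has a replicate check. The RNA-seq methods name left kidney tissue as the source of RNA. Whether a library came from 1 mouse or a pool is not stated in the paper's text. The legend of Fig. S1C and the RNA-seq methods place injection at 11 weeks and analysis at 14 weeks of age, while the AAV9 methods give harvest at 16 weeks. Poly(A) RNA libraries were prepared with a stranded kit, and the authors aligned the reads with STAR, counted them with HTSeq and normalized them with DESeq2. The deposited values are whole numbers for 20002 genes, with a lowest value of 35 in the control and 51 in the CKO column. The 92 folds of Tables S5 and S6 followed from them, with a largest relative error of 5.1e-08, once 33.90 was subtracted from each control value, 49.85 from each CKO value, and the CKO values were multiplied by 0.676. The values were therefore taken as reads plus 34 in the control and plus 50 in the CKO library, and these constants were subtracted. This left 38851231 reads in the control library and 43588721 in the library labelled CKO. CKO reads were multiplied by 0.667, the median over genes of the ratio of control to CKO reads, and log2 ratios were computed with a pseudocount of 1. This scaling was chosen after the values were seen. With the values as deposited, the setting written down before, the median log2 ratio of all genes was 0.57, against 0.022 for the genes with at least 10 scaled reads in 1 library under the scaling used. Zc3h12b, the Regnase-2 gene on the X chromosome, had 47 reads in the control library and 59 in the library labelled CKO. Its log2 ratio was -0.25, with a 95% Clopper-Pearson interval from -0.83 to 0.33 for counting error. A difference in its mRNA was not detectable at this depth in whole kidney, so the target gene does not check the labels, and the ratio changed sign to 0.42 with the values as deposited.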

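Of 17469 genes with at least 10 scaled reads in 1 library, 2334 were at least 2-fold higher and 934 at least 2-fold lower in the library labelled CKO. With the totals of the libraries made equal instead, the numbers were 3870 and 437, the largest increase among the alternative scalings. By the recovered reads, every gene provided was read in both libraries. Genes read in only 1 library are therefore absent from these numbers and from the ranks below. Lcn2, which encodes NGAL and lies on chromosome 2 of GRCm38 from 32384633 to 32388252, had 28 reads in the control library and 3797 in the library labelled CKO. This was 90.4-fold higher after scaling (95% Clopper-Pearson interval 62.4 to 136 for counting error), and the log2 ratio was 6.45. By log2 ratio with the pseudocount of 1, Lcn2 ranked 3 of the expressed genes. It came after Gm38421 at 6.75 and Ugt1a2 at 6.50, and was followed by Serpina3n at 6.27. This order depended on the pseudocount. Without one, Serpina3n was 92.1-fold higher, above Lcn2. With a pseudocount of 10, Lcn2 was at 6.06, above Gm38421 at 5.29. Ugt1a2 and Serpina3n belong to multigene families, so their reads are uncertain where copies are nearly identical. The largest falls were those of Gm6300, Cntnap5a, Synpr, Slc22a7 and Acsm3, with log2 ratios of -9.00, -5.04, -5.00, -4.42 and -4.35. Gm6300, Cntnap5a and Synpr had only 5, 10 and 5 reads in the library labelled CKO. With a pseudocount of 10, Cntnap5a and Synpr were at -3.97 and -3.47, behind Acsm3 at -4.34 and Slc22a7 at -4.32. From the prominent Lcn2 expression in Table S5, with the NGAL staining, the paper concludes that reduced Reg-2 expression contributes to the upregulation of Lcn2.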

The expression of NGAL, the protein encoded by *Lcn2*, was also markedly elevated in Reg-2 CKO mice (Figure S1J). 

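The other Regnase genes were read in the same libraries. Zc3h12a (Regnase-1) had 116 reads in the control library and 281 in the library labelled CKO, a log2 ratio of 0.69. Zc3h12c (Regnase-3) had the most reads of the family, 1985 and 2121, and a log2 ratio of -0.49, which became 0.10 with the values as deposited. Zc3h12d (Regnase-4) rose from 8 to 80 reads, a log2 ratio of 2.59 with a lower 95% limit of 1.69 for counting error. With the values as deposited, the log2 ratio of Zc3h12d was 1.61. Read numbers were not divided by transcript length, so they rank the genes by reads and not by molecules.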

Taken together, these findings demonstrate that reduced Reg-2 expression contributes to the upregulation of *Lcn2*.

We next investigated how *Lcn2* promoted by Reg-2 knockdown in proximal tubules activates tubular dysfunction and the development of AKI. 

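Of 26 genes of mitochondrial fatty acid oxidation chosen before the data were examined, 25 were lower in the library labelled CKO, and 6 were at least 2-fold lower. Their median log2 ratio was -0.71, from -4.35 for Acsm3 to 0.62 for Acsf2. Of 70 peroxisomal genes, 61 were lower and 14 at least 2-fold lower, with a median of -0.59, from -2.06 for Amacr to 2.12 for Abcd2. Among 10000 random lists matched on mean expression, these medians lay at percentiles 0.06 and 0. The medians depended on the scaling. With the totals of the libraries made equal, they were -0.29 and -0.17, and with the values as deposited, -0.12 and 0.019, so that the direction of the peroxisomal list changed there. Acadm, which encodes medium-chain acyl-CoA dehydrogenase, had 32780 reads in the control library and 19443 in the library labelled CKO, a log2 ratio of -1.34. Cat (catalase) was at -0.98 and Abcd3 (70-kDa peroxisomal membrane protein) at -0.78. Ppargc1a (PGC1α) was at -0.31 and changed sign to 0.11 with equal totals. Gapdh, often used as a reference gene, was at -0.68, but at -0.26 with equal totals and -0.096 with the values as deposited. The 48 nuclear genes of oxidative phosphorylation had a median of -0.58, at percentile 1.19 among matched lists. It was 0.0058 with the values as deposited. The 13 genes encoded by mitochondrial DNA had a median of -0.92, at percentile 8.76. Their matched lists had a median of -0.70, so they were not clearly set apart from genes of like expression. Their median was -0.51 with equal totals and -0.34 with the values as deposited.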

RNA-seq analysis of Reg-2 CKO mice revealed decreased mRNA expression of key enzymes in mitochondrial and peroxisomal functions within the corresponding KEGG pathways. These findings were validated by immunofluorescence staining and real-time PCR.

Because *Lcn2* causes mitochondrial dysfunction (Figure S2A), we first evaluated the mitochondrial function, particularly fatty acid β-oxidation (FAO). Immunofluorescence staining of medium-chain acyl-CoA dehydrogenase, a critical enzyme for FAO, was significantly less expressed in CKO mice (Figure S2B). Furthermore, real-time PCR revealed that the expression of peroxisome proliferator-activated receptor gamma coactivator-1 alpha (PGC1α), a regulator of mitochondrial biogenesis, was also more significant in CKO mice (Figure S2C).

We next assessed the functions of peroxisomes, which play an important role in FAO, together with mitochondria. The expression of catalase (a reactive oxygen species [ROS] scavenger), acyl-CoA oxidase (a functional enzyme in peroxisomal FAO), and 70-kDa peroxisomal membrane protein (a marker of peroxisome abundance) was all significantly downregulated in CKO mice (Figure S2D,E). These mitochondrial and peroxisomal impairments led to increased ROS production, as reflected by higher 4-hydroxynonenal levels in CKO mice (Figure S2F), and enhanced apoptosis of proximal tubular cells, as revealed by TUNEL staining (Figure 2G).

Taken together, these results demonstrate the molecular mechanisms at the core of *Lcn*-mediated mitochondrial and peroxisomal dysfunction, ROS accumulation, and subsequent proximal tubular apoptosis in Reg-2 CKO mice (Figure S2H,I).

**High-dose Voc conferring broad AKI resistance via Reg-2 activation**

High-dose Voc administration in *Inmt* Tg mice, under the conditions where Voc-induced nephropathy had been prevented, led to the activation of Reg-2 and suppression of NGAL and KIM-1 expression, which collectively exerted a protective effect against I/R. These findings demonstrate that high-dose Voc, administered by pulse therapy during immunosuppression in organ transplantation, may also prevent IRI during transplantation.

We next investigated whether high-dose Voc combined with *Inmt* Tg confers resistance not only against I/R but also against other forms of AKI commonly observed during organ transplantation, particularly rhabdomyolysis (R/M) and infection/sepsis-associated AKI. In both the R/M (glycerol injection) and sepsis (LPS injection) models, Reg-2 expression was markedly decreased to levels comparable to those observed in I/R, indicating that AKI models induced by oxidative stress and ischemia are linked to Reg-2 downregulation (Figure 5A).

To determine whether the observed AKI resistance was Reg-2 dependent, we established Reg-2 CKO mice and subjected them to I/R (Figure 5B). Reg-2 expression was effectively knocked down in Reg-2 CKO mice, and the protective effect against AKI was eliminated (Figure 5C–H), confirming the positive association between AKI resistance and Reg-2 dependence.

Subsequently, we examined whether high-dose Voc therapy combined with *Inmt* Tg could prevent AKI in the R/M and LPS models, both of which exhibited pronounced Reg-2 downregulation. The treatment preserved Reg-2 levels (Figure 5C) while inhibiting AKI severity (Figure 5D), NGAL elevation (Figure 5E), increased BUN and creatinine levels (Figure 5F), proteinuria (Figure 5G), and accumulation of TUNEL-positive cells (Figure 5H). Taken together, these findings demonstrate that a high-dose Voc regimen, characterized by Voc-induced nephrotoxicity inhibited by *Inmt* Tg, exerted protective effects against multiple AKI models via Reg-2-mediated mechanisms (Figure 5I).

Notably, when AKI models, such as I/R, were established using *Inmt* Tg mice without high-dose Voc administration, no protective effects were observed (Figure S3), proving that AKI resistance was attributable to Voc itself rather than to *Inmt* expression. However, the Reg-2 activation mechanism by high-dose Voc remains unclear and warrants further studies.

Interestingly, in the I/R group of Reg-2 CKO mice cross-bred with high-dose Voc-treated *Inmt* Tg mice, not only was AKI not suppressed, but *Inmt* expression was markedly lower, whereas IAA levels increased (Figure 6A), potentially due to higher systemic or renal Voc concentrations secondary to AKI. Electron microscopy revealed a notable increase in eyeball-like peroxisomes, a morphological hallmark previously associated with Voc-induced nephropathy (Figure 6B,C).

Collectively, these findings establish Reg-2 as a novel and essential regulator of proximal tubular injury, directly suppressing pathogenic factors, such as *Lcn2* and *Havcr1*, while secondary cytokine changes (*Ccl2*, *Cxcl1*) indicated downstream consequences. Importantly, we demonstrate for the first time that high-dose Voc therapy, when Voc-induced nephrotoxicity is neutralized by *Inmt* expression, robustly activates Reg-2 and thereby confers protection across diverse AKI models, including I/R, R/M, and sepsis-associated AKI. This discovery highlights both the therapeutic potential of Voc pulse therapy in transplantation and the previously unrecognized function of Reg-2 as a gatekeeper of tubular injury (Figure 7).

**Renal functional parameters**

Across all experimental models, serum BUN and creatinine consistently tracked the severity of renal injury and closely aligned with the molecular and ultrastructural phenotypes observed in this study.

In the time-course model of high-dose Voc (Figure 1), both parameters increased progressively from week 0 to week 6, indicating a gradual decline in renal function that paralleled reduced Inmt expression, elevated IAA, worsening tubular injury, and accumulation of eyeball-like peroxisomes.

In the Voc+I/R four-group comparison (Figure 2), I/R+WT+Voc mice showed marked renal dysfunction, whereas Inmt Tg mice maintained BUN and creatinine levels comparable to sham controls, consistent with reduced tubular injury, decreased NGAL expression, and absence of peroxisomal abnormalities.

In Reg-2 conditional knockout mice (Figure 5), the protective effect of high-dose Voc was lost, and BUN and creatinine increased significantly, demonstrating that Reg-2 is essential for maintaining renal function under Voc+I/R stress.

Finally, in R/M and LPS models (Figure 5), high-dose Voc+Inmt Tg preserved Reg-2 expression and prevented elevations in BUN and creatinine, indicating that Reg-2-dependent renal protection extends across multiple forms of AKI.

Collectively, these findings demonstrate that BUN and creatinine provide robust and quantitative functional readouts that reinforce the molecular and ultrastructural signatures described throughout the study.

## 3. Discussion

Pulse therapy with CNIs has long been avoided because of the prohibitive risk of nephrotoxicity posed by rapid drug elevation [17]. Our study overturns this dogma by demonstrating that high-dose Voc pulse therapy becomes feasible when administered under *Inmt* overexpression to completely prevent Voc nephropathy in mice [2]. This strategy not only neutralizes Voc toxicity but also converts Voc into a protective agent, thereby suppressing multiple forms of AKI, including I/R, R/M, and LPS-induced sepsis, by activating Reg-2 and suppressing NGAL and KIM-1. Because these AKI types frequently complicate organ transplantation under CNI therapy, our findings expand the potential applicability of Voc in transplantation medicine.

Clinically, we observed a patient with lupus nephritis receiving Voc, who experienced cardiac arrest and subsequent renal I/R, resulting in severe AKI. Electron microscopy revealed massive accumulation of “eyeball-like peroxisomes,” a distinctive hallmark of Voc nephropathy [2,18], which was accurately reproduced in our mouse model (Figure 1). This concordance underscores the clinical relevance of our findings.

In *Inmt* Tg mice, Voc+I/R nephropathy was completely prevented, suppressing *Lcn2* elevation (Figure 2 and Figure 3). Because LCN2 acts not only as a marker but also as a mediator of mitochondrial dysfunction [10,19], its suppression likely indicates genuine attenuation of IRI. Mechanistic analysis revealed the robust induction of Reg-2, which has not been previously described in renal biology. The loss of Reg-2 provoked AKI with increased LCN2 production, mitochondrial dysfunction, and peroxisomal abnormalities (Figures S1 and S2).

Previous studies have implicated Reg-2 in diverse extrarenal contexts, such as in the suppression of neuroinflammation and regulation of immune homeostasis [20,21]. Studies involving liver disease models have shown that Reg-2 deficiency promotes bile duct proliferation, steatosis, fibrosis, and tumorigenesis [22]. In contrast, renal functions of Reg-1 have been partially elucidated in proximal tubular inflammation [23] and in clear cell renal cell carcinoma development [24]. However, the role of Reg-2 in renal function remains unexplored. The current study establishes Reg-2 as a determinant of tubular injury that directly degrades *Lcn2* and *Havcr1* mRNAs, thereby inhibiting mitochondrial and peroxisomal damage.

Although NGAL and KIM-1 are regarded as sensitive biomarkers of tubular injury [25,26], accumulating evidence indicates their role as pathogenic mediators. NGAL induces mitochondrial dysfunction via mTOR-dependent DRP1 activation and amplifies oxidative stress through iron-dependent pathways to promote apoptosis [10]. KIM-1 transiently facilitates the clearance of apoptotic cells in the acute phase [27] and exhibits sustained expression, which contributes to tubular injury and fibrosis [28,29,30,31]. KIM-1 activates fatty acid uptake via proximal tubular cells, thereby driving progressive diabetic kidney disease [32]. These findings support the concept that NGAL and KIM-1 are not merely passive biomarkers but are also active drivers of injury, underscoring the significance of our finding that Reg-2 directly degrades their mRNAs to preserve mitochondrial and peroxisomal integrity.

Bioinformatic and reporter assays have confirmed that Reg-2 directly targets stem-loop motifs within the 3′ UTRs of *Lcn2* and *Havcr1* (Figure 4). Conversely, Reg-2 downregulation was consistently detected across ischemia-driven AKI models (Figure 5 and Figure 6). Thus, Reg-2 emerges as a master regulator of tubular injury that directly mediates pathogenic mechanisms while orchestrating mitochondrial and peroxisomal protection.

This study has several limitations. The therapeutic efficacy of Voc in lupus nephritis remains untested. Furthermore, the mechanism of Reg-2 induction by Voc is unknown, and Voc concentrations were not measured. Another limitation is that Reg-2 CKO was performed only in the Voc+*Inmt* Tg+I/R model, but not in the R/M or LPS ones. Although these latter models lacked direct genetic validation, the preservation of Reg-2 expression in Voc+*Inmt* Tg mice subjected to I/R, R/M, and LPS indirectly supports the conclusion that the protective effects of Voc are Reg-2 dependent across diverse AKI types. Although the protective effects of high-dose Voc against AKI may involve NFAT-independent targets [33], the specific Reg-2 upregulation mechanism of Voc specifically remains unclear.

Future research directions include investigations into the protective effects of Voc+*Inmt* Tg against CsA/tacrolimus nephrotoxicity, the activation of IAA of peroxisomal abnormalities, and the therapeutic harnessing of Reg-2 overexpression. Furthermore, establishing Reg-2 CKO mice using Flox/Cre or tamoxifen-inducible systems may be informative, as constitutive deletion can risk embryonic lethality, whereas inducible models can clarify its role in adult kidneys under stress. Likewise, pharmacologic INMT activators would facilitate clinical application of high-dose Voc with INMT augmentation. Translationally, evaluation of INMT expression or IAA levels can serve as biomarkers for predicting Voc nephropathy risks; therefore, pharmacologic activation of Reg-2 represents a broad therapeutic avenue.

The present study emphasizes the translational potential of Voc pulse therapy in clinically relevant AKI models. This approach is potentially valuable in other nephrotoxic settings beyond cytotoxic models involving cisplatin or HgCl_2_ therapies. The latter further serves as an exciting avenue for future investigations that would potentially reveal distinct mechanisms of tubular injury. Our evaluation of I/R, LPS, and R/M models is primarily centered around ischemic tubular injury, which is frequently encountered under CNI therapy. CNI nephrotoxicity is often encountered during transplantation accompanied by IRI [34,35,36,37]. Sepsis-associated AKI [38,39,40,41] is a major cause of morbidity in immunosuppressed patients, while rhabdomyolysis-induced AKI [42,43,44,45] occurs in transplant recipients and critically ill patients, which is sometimes exacerbated by drug interactions, such as CNI–statin co-therapy. By focusing on these ischemia-dominant AKI types, we underscore the translational importance of Voc pulse therapy.

Beyond the acute setting, further studies should clarify whether Voc pulse therapy effectively mitigates chronic injury and fibrosis and whether long-term immunosuppression remains safe. Comparative analyses involving CsA and tacrolimus, where pulse therapy has been historically avoided, will further highlight the novelty of our approach.

Finally, although histological assessment of cytokines can provide additional information, the central focus of our study is the identification of Reg-2 as a direct post-transcriptional regulator of NGAL and KIM-1. These molecules are not merely biomarkers but also pathogenic mediators of mitochondrial and peroxisomal injuries. By demonstrating the direct degradation by Reg-2 of their mRNAs, we have established a mechanistic link between RNA decay and organelle protection. Thus, our findings highlight a novel molecular axis of tubular injury control, distinct from known general cytokine modulation mechanisms. Pathway analyses in this study were performed using the KEGG database, a widely used reference resource for gene and protein annotation [46,47].

Despite these limitations, our findings provide important mechanistic insight into how voclosporin and INMT-dependent pathways modulate tubular stress responses and influence susceptibility to acute kidney injury. These insights establish a conceptual basis for future therapeutic strategies that harness this protective axis.

## 4. Materials and Methods

More details on the methodology are provided in the Supplemental Material section.

Transgenic and conditional knockout mice

C57BL/6J mice were purchased from CLEA Japan, Tokyo, Japan. The breeding details for all mice used in the study are outlined in the Supplemental Material. The mice used included the following: proximal tubule-specific Regnase-2 (Reg-2) conditional knockout (CKO) mice, Inmt transgenic mice (Inmt Tg) overexpressing Inmt in proximal tubules and described previously [2], and control mice.

Voc administration

Mice were acclimatized through the 3-day administration of 3% ethanol in sunflower oil solvent. Subsequently, Voc (30 mg/kg) was administered intraperitoneally daily for 2 weeks (n = 8 per group) from 8–10 weeks of age. Controls received only the solvent. To minimize cage effects, treatments were given in mixed cages. The dosage used was as described previously [2].

Mouse models of AKI

Fourteen-week-old male C57BL/6 mice underwent bilateral renal I/R for 30 min to induce AKI [6]. Rhabdomyolysis was induced by intramuscular injection of 50% glycerol (7.5 mL/kg) or saline [7]. Septic AKI was induced by intraperitoneal injection of lipopolysaccharide (LPS; Escherichia coli O111:B4; Sigma-Aldrich, St. Louis, MO, USA, 10 mg/kg) [8]. Mice were sacrificed 48 h after each induction to evaluate the changes.

RNA sequencing

RNA sequencing (RNA-seq) was performed on kidney tissues collected from:

1. Voc-treated Inmt Tg mice with I/R versus Voc-treated wild-type (WT) mice with I/R.
2. reg-2 cko mice (AAV9 shRNA) versus control shrna mice.

Raw and processed RNA-seq data have been deposited in the Gene Expression Omnibus (GEO) repository under accession numbers GSE316216 and GSE316214.

Details of anesthesia and euthanasia

Ten-week-old C57BL/6J mice (CLEA Japan), weighing approximately 25–27 g, were anesthetized with 1.5–2.0% isoflurane delivered via inhalation. At the end of the experiment, mice were euthanized under deep isoflurane anesthesia by cervical dislocation.

Human-derived specimens

Clinical data (Table S2) and peripheral blood samples were obtained from patients with AKI diagnosed per Kidney Disease Improving Global Outcomes guidelines.

Statistical analysis

Statistical analyses were conducted using Prism 8 (GraphPad, San Diego, CA, USA). Sample size was determined by power calculations in line with the 3R principle. Descriptive data are expressed as mean ± standard error of the mean, and group comparisons were performed.

## 5. Conclusions

Our study provides three major advances in understanding and therapeutically leveraging voclosporin (Voc) in kidney injury.

1. We established a feasible Voc pulse therapy strategy.
2. We demonstrated that high-dose Voc combined with Inmt overexpression suppresses diverse forms of acute kidney injury (AKI).
3. We identified regnase-2 (reg-2) as a novel regulator of tubular injury marker expression.

Together, these findings transform Voc from a drug limited by nephrotoxicity into a therapeutic agent that, when paired with INMT, activates Reg-2 to confer broad resistance to AKI. This Reg-2-dependent mechanism redefines Voc not only as a key component of lupus nephritis treatment but also as a preventive strategy for CNI-associated AKI and a potential therapeutic approach for other renal diseases, opening new possibilities in transplant and renal medicine.

## Figures and Tables

**Figure 1:**
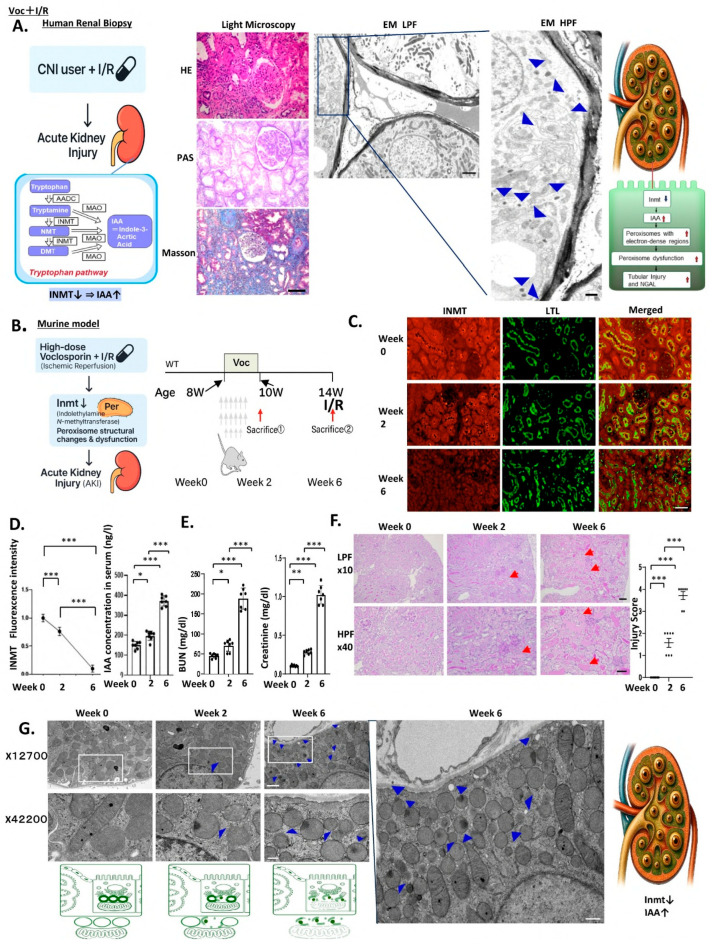
Calcineurin Inhibitors combined with ischemia/reperfusion (I/R) markedly increased the formation of “eye-like” peroxisomes associated with acute kidney injury (AKI). (**A**) Representative case of AKI in a human patient receiving CsA during renal I/R injury. Histological findings (hematoxylin–eosin, periodic acid–Schiff, and Masson trichrome staining) are confirmed by light and electron microscopy (low-power field [LPF], high-power field [HPF]), and shown by schematic illustration. It presents one of five calcineurin inhibitor-induced AKI cases summarized in Table S2, with similar ultrastructural findings observed in other patients. AADC, aromatic amino acid decarboxylase; MAO, monoamine oxidase; NMT, N-methyltryptamine; DMT, N,N-dimethyltryptamine. (**B**) Experimental protocol designed to investigate human voclosporin-associated AKI in an animal model. Because abnormal peroxisomal structures detected in (**A**) were not reproduced with standard doses of voclosporin, high-dose intraperitoneal voclosporin (30 mg/kg/day) was administered to 8-week-old mice for 2 weeks until 10 weeks of age. At 14 weeks of age, mice were subjected to I/R, and kidney tissues were analyzed 48 h later. (**C**) Fluorescent immunostaining of indolethylamine N-methyltransferase (INMT) at 8, 10, and 14 weeks (denoted as Weeks 0, 2, and 6). Double immunofluorescence with the proximal tubular marker Lotus tetragonolobus lectin. (**D**) Quantification of INMT fluorescence and measurement of plasma indole-3-acetic acid concentrations. (**E**) Serum BUN and creatinine levels progressively increased from week 0 to week 6, indicating a time-dependent decline in renal function during high-dose Voc treatment. (**F**) Histological evaluation of renal injury at Weeks 0, 2, and 6 by HE staining. Arrows indicate lysed tubules. (**G**) At Week 6, the striking accumulation of eyeball-like peroxisomes was observed on electron microscopy (12,700× and 42,200×; the latter representing magnification of the boxed region in 12,700×). Electron micrographs of 10 proximal tubules per kidney were randomly obtained for each mouse to evaluate proximal tubular morphometry. Blue arrowheads indicate renal tubular peroxisomes containing electron-dense regions. Scale bars: 100 μm (immunofluorescence), 50 μm (light microscopy), 500 nm (electron microscopy). All quantitative data in panels (**D**–**F**) were obtained from n = 7 mice per group. Statistical analyses were performed using one-way ANOVA with Bonferroni correction. Exact *p*-values are indicated in the figure. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 2:**
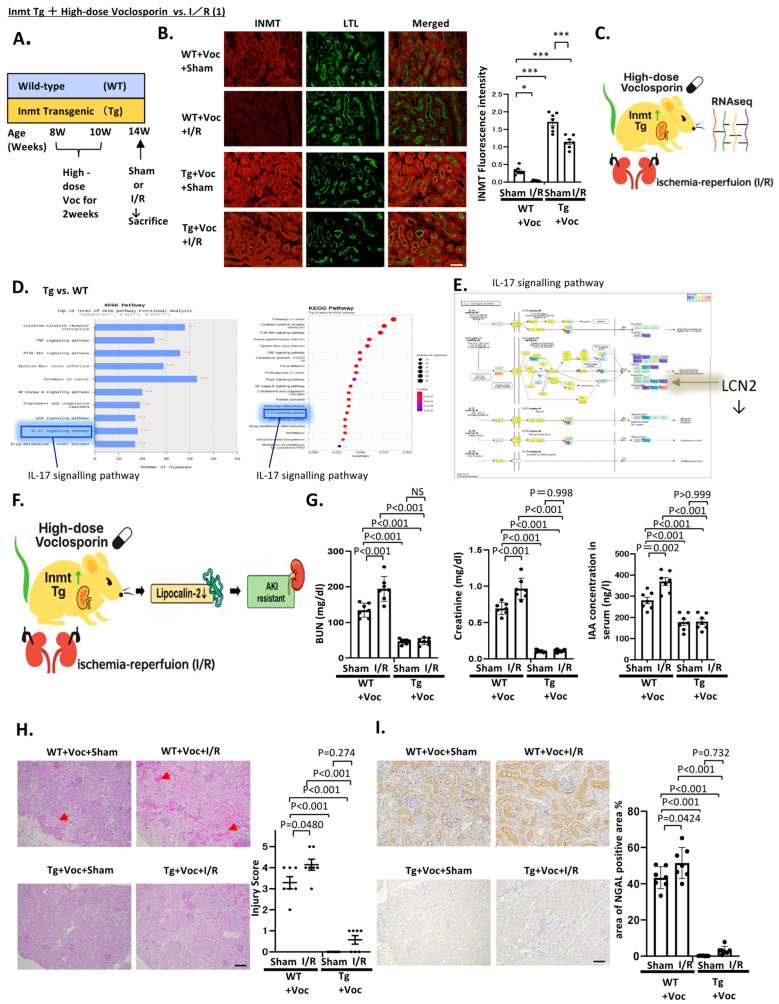
High-dose voclosporin exerted full protective capacity against superimposed ischemia/reperfusion (I/R) injury in *Inmt* transgenic mice by suppressing voclosporin nephropathy and downregulating *Lcn2*. (**A**) *Inmt* transgenic (Tg) mice with proximal tubular overexpression of *Inmt* and wild-type (WT) mice were treated with high-dose voclosporin (30 mg/kg, intraperitoneally) for 2 weeks at 8–10 weeks of age, followed by I/R at 14 weeks (sham as control). Four groups were compared: WT+Voc+Sham, WT+Voc+I/R, Tg+Voc+Sham, and Tg+Voc+I/R. Kidneys were analyzed 24 h after I/R. (**B**) Fluorescent immunostaining of INMT was performed, with double staining for the proximal tubular marker Lotus tetragonolobus lectin. INMT fluorescence intensity was quantified. (**C**) Bulk RNA sequencing was performed to compare genome-wide differential gene expression between Tg+Voc+I/R and WT+Voc+I/R kidneys. (**D**) Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of downregulated differentially expressed genes. The x-axis indicates gene ratio, and the y-axis represents KEGG terms. Circle size represents gene count, and its color represents adjusted *p*-value. (**E**) The IL-17 signaling pathway is demonstrated within the KEGG pathways identified in (**D**). (**F**) Notably, *Lcn2* expression, encoding neutrophil gelatinase-associated lipocalin (NGAL), was markedly lower in Tg+Voc+I/R, indicating that *Lcn2* downregulation mediates the protective effect against I/R-induced acute kidney injury (AKI). (**G**) Renal functional parameters. I/R+WT+Voc mice exhibited marked increases in BUN and creatinine, whereas Inmt Tg mice maintained values comparable to sham controls, demonstrating preserved renal function under Voc+I/R stress. (**H**) Histological injury scores were quantified by hematoxylin–eosin staining. Arrows indicate lysed tubules. (**I**) NGAL immunostaining was performed and quantified. Importantly, once Voc nephropathy was suppressed in *Inmt* transgenic mice, high-dose voclosporin exerted its full protective capacity, attenuating superimposed I/R-induced AKI. Scale bars: 100 μm (immunofluorescence), 50 μm (light microscopy). All quantitative data were analyzed using two-way ANOVA followed by Tukey’s post hoc test (n = 7 per group). Exact *p*-values are indicated in the figure. * *p* < 0.05; *** *p* < 0.001; NS: not significant.

**Figure 3:**
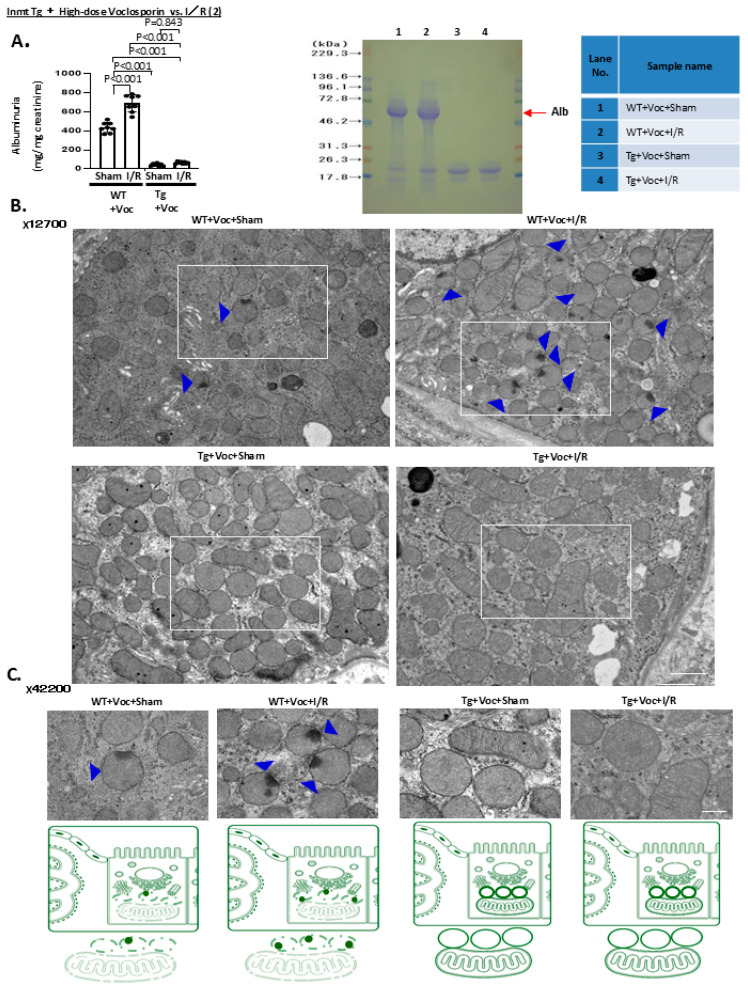
High-dose voclosporin fully suppressed ischemia/reperfusion (I/R)-induced albuminuria and eliminated “eyeball-like” peroxisome accumulation, with *Inmt* overexpression providing a permissive background. Albuminuria and abnormal peroxisomes with electron-dense regions were evident in WT+Voc+Sham mice and more pronounced in WT+Voc+I/R ones. In contrast, these changes were completely suppressed in Tg+Voc+I/R mice, in which high-dose voclosporin not only prevented I/R-induced AKI but also eliminated the emergence of eye-like peroxisomes. (**A**) Urinary albumin excretion in four groups of mice (WT+Voc+Sham, WT+Voc+I/R, Tg+Voc+Sham, and Tg+Voc+I/R). (**B**) Sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) of urine samples of 14-week-old mice from each group. Samples were subjected to 15% SDS-PAGE and stained with Coomassie blue. (**C**) Representative electron micrographs from each group. White squares indicate enlarged regions; blue arrowheads represent abnormal peroxisomes with inner electron-dense structures. Illustrations below provide clarification. Kidney tissue specimens for electron microscopy were embedded in Epon epoxy resin (Hexion, Columbus, OH, USA). For morphometric evaluation, electron micrographs of 10 proximal tubules per kidney were randomly acquired from each mouse. Scale bar: 50 nm (electron microscopy). Thus, once voclosporin nephropathy was suppressed in *Inmt* transgenic mice, high-dose voclosporin therapy exerted its full protective capacity, completely preventing I/R-induced acute kidney injury and abolishing the formation of eyeball-like peroxisomes. Quantitative data in panel (**A**) were analyzed using two-way ANOVA (genotype × I/R) followed by Tukey’s post hoc test (n = 7 per group). Exact *p*-values are indicated in the figure.

**Figure 4:**
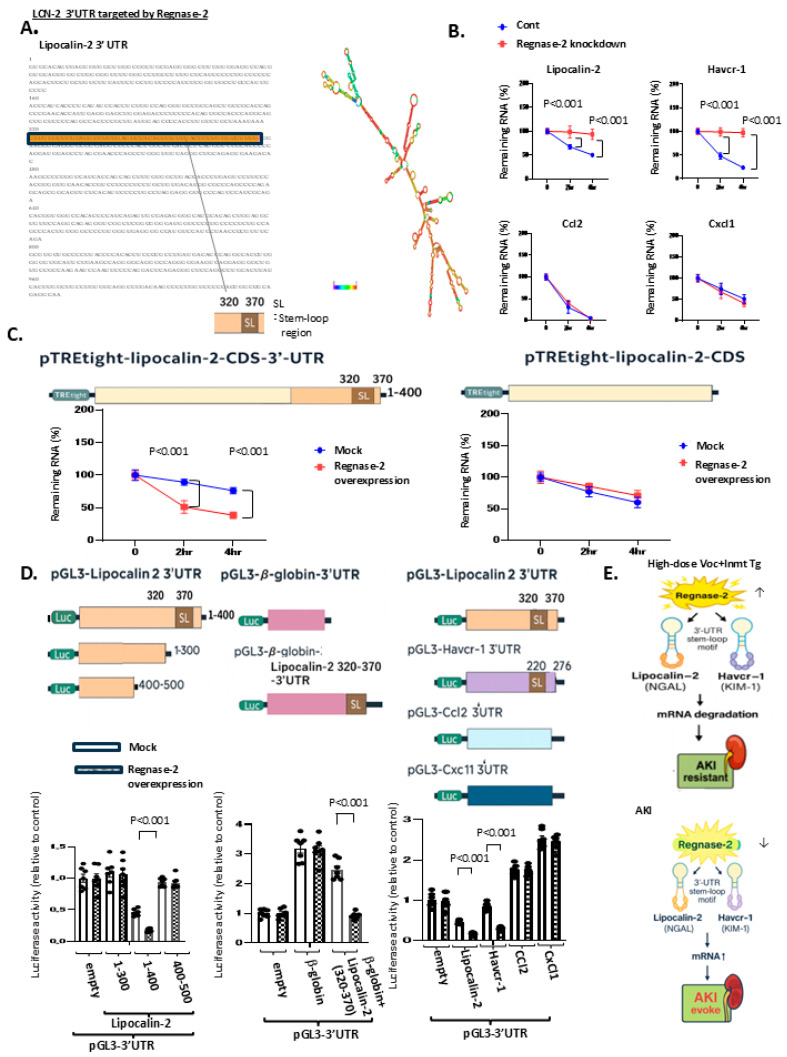
Regnase-2 mediated the protective effect of high-dose voclosporin against acute kidney injury (AKI) by destabilizing injury-related transcripts, including *Lcin2* and *Havcr1* mRNAs. (**A**) Sequence analysis of the *Lcn2* 3′ untranslated region (UTR) revealed a stem–loop structure (nucleotides 220–270, highlighted in yellow) that represents the Regnase-2 recognition motif. RNA-fold minimum free energy (MFE) prediction illustrates the secondary structure of the *Lcn2* 3′-UTR. (**B**) NGAL and KIM-1 are not only injury markers but also pathogenic mediators that facilitate proximal tubular injury, partially through mitochondrial dysfunction and subsequent peroxisomal impairment. Proximal tubular cells isolated from Regnase-2 conditional knockout (CKO) and control mice were cultured and treated with actinomycin D (2 μg/mL) to block transcription. Quantitative real-time PCR analysis revealed that *Lcn2* and *Havcr1* mRNAs were markedly stabilized in CKO cells. Quantification relative to *Gapdh* confirmed that Regnase-2 normally promotes the degradation of these transcripts. (**C**) In HEK293 Tet-off cells, co-transfection experiments demonstrated that Regnase-2 reduced *Lcn2* mRNA levels only when the 3′ UTR was present, but not when only the coding sequence (CDS) was expressed, as determined by quantitative real-time PCR. This indicates that the 3′ UTR is essential for Regnase-2-mediated destabilization. (**D**) Reporter assays using luciferase constructs with different regions of the *Lcn2* 3′-UTR identified the stem–loop motif as the Regnase-2–responsive element. Similar suppression was found when 3′ UTRs of *Havcr1*, *Ccl2*, and *Cxcl1* were tested, confirming that Regnase-2 broadly targets injury-related transcripts through the 3′ UTR. (**E**) Schematic summary: Under high-dose voclosporin combined with *Inmt* transgenic expression, Regnase-2 levels were elevated, leading to the degradation of *Lcn2* and *Havcr1* mRNAs and thereby diminishing tubular injury. In contrast, during high-dose voclosporin treatment under ischemia/reperfusion-induced AKI, Regnase-2 expression was reduced, resulting in stabilization and accumulation of *Lcn2* and *Havcr1* transcripts, which promoted proximal tubular injury. Panels (**B**,**C**) were analyzed using two-tailed unpaired Student’s *t*-tests (n = 3 independent experiments per group). Panel (**D**) was analyzed using two-tailed unpaired Student’s *t*-tests (n = 7 per construct). Exact *p*-values are indicated in the figure.

**Figure 5:**
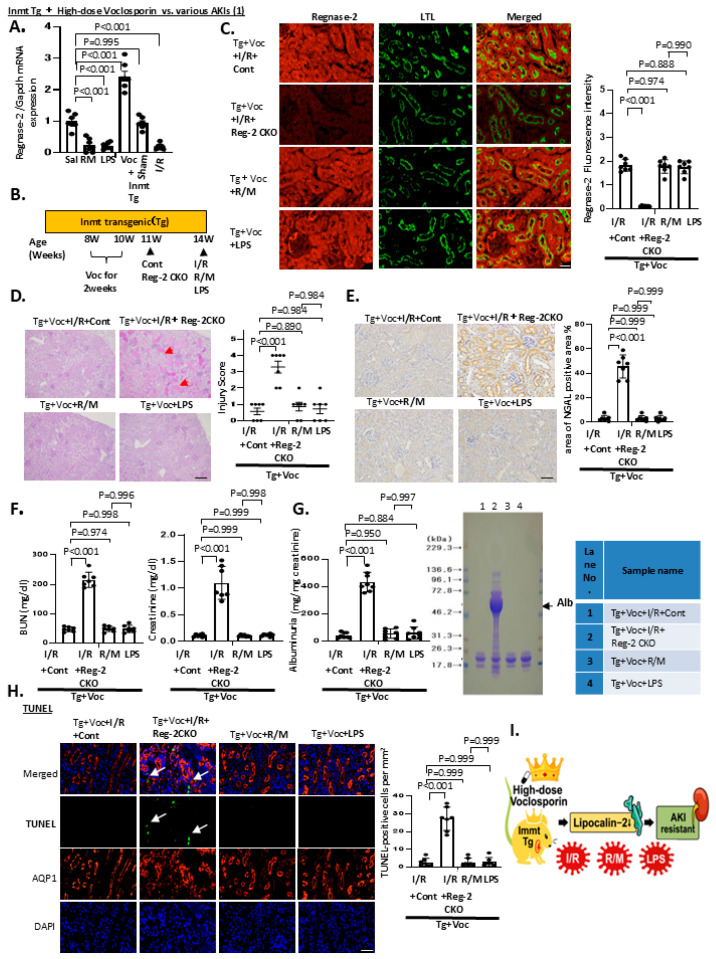
High-dose voclosporin mitigates diverse acute kindey injury (AKI) phenotypes in *Inmt* transgenic (Tg) mice through Regnase-2-dependent mechanisms. (**A**) Real-time polymerase chain reaction analysis of renal *Regnase-2* mRNA expression in 14-week-old wild-type (WT) mice subjected to rhabdomyolysis (R/M), lipopolysaccharide (LPS), or ischemia–reperfusion (I/R) injury for 24 h. High-dose voclosporin (30 mg/kg/day, i.p. for 2 weeks at 8–10 weeks of age) markedly enhanced Regnase-2 expression, whereas R/M, LPS, and I/R reduced its levels. (**B**) To determine whether voclosporin maintains Regnase-2 expression under AKI stress, 14-week-old *Inmt* transgenic mice treated with high-dose voclosporin were subjected to I/R, R/M, or LPS, and renal phenotypes were evaluated after 48 h. In Tg+Voc+I/R mice, Regnase-2 knockdown was induced by tail-vein injection of AAV9-shRNA at 10 weeks of age (control shRNA as mock) to establish Regnase-2 conditional knockout (Reg-2 CKO) mice. Regnase-2 knockdown eliminated the protective effect of voclosporin, confirming the drug interaction. (**C**) Four groups were comparatively analyzed: Tg+Voc+I/R+control shRNA, Tg+Voc+I/R+Reg-2 CKO, Tg+Voc+R/M, and Tg+Voc+LPS. For consistency, control shRNA AAV9 was also administered at 10 weeks in the latter two groups. Representative immunofluorescence images of kidney cryosections (Regnase-2 [green] and Lotus tetragonolobus lectin [red]) are shown for each group at 14 weeks. (**D**) Representative hematoxylin–eosin-stained kidney sections from WT and Tg mice in voclosporin-induced AKI (arrows indicate lysed tubules). Right panel: quantitative tubular damage scores. Scale bar: 100 μm. (**E**) NGAL immunostaining. (**F**) Serum BUN and creatinine levels. Reg-2 CKO mice showed significantly elevated BUN and creatinine compared with control shRNA mice, indicating loss of renal protection and development of AKI. (**G**) Urinary albumin excretion in the four groups at 14 weeks. Sodium dodecyl sulfate–polyacrylamide gel electrophoresis (15%) of urine specimens stained with Coomassie blue. (**H**) Apoptotic tubular cells detected by terminal deoxynucleotidyl transferase dUTP nick end labeling (arrows). (**I**) Schematic illustration: High-dose voclosporin suppresses AKI phenotypes (I/R, R/M, LPS) by promoting Regnase-2 and reducing *Lcn2*, demonstrating that its protective effect is strictly Regnase-2 dependent. Data were analyzed by one-way analysis of variance with Bonferroni correction. Scale bars: 100 μm (immunofluorescence), 50 μm (light microscopy), 500 nm (electron microscopy). All quantitative data in panels (**A**,**C**–**H**) were analyzed using one-way ANOVA followed by Bonferroni correction (n = 7 per group). Exact *p*-values are indicated in the figure.

**Figure 6:**
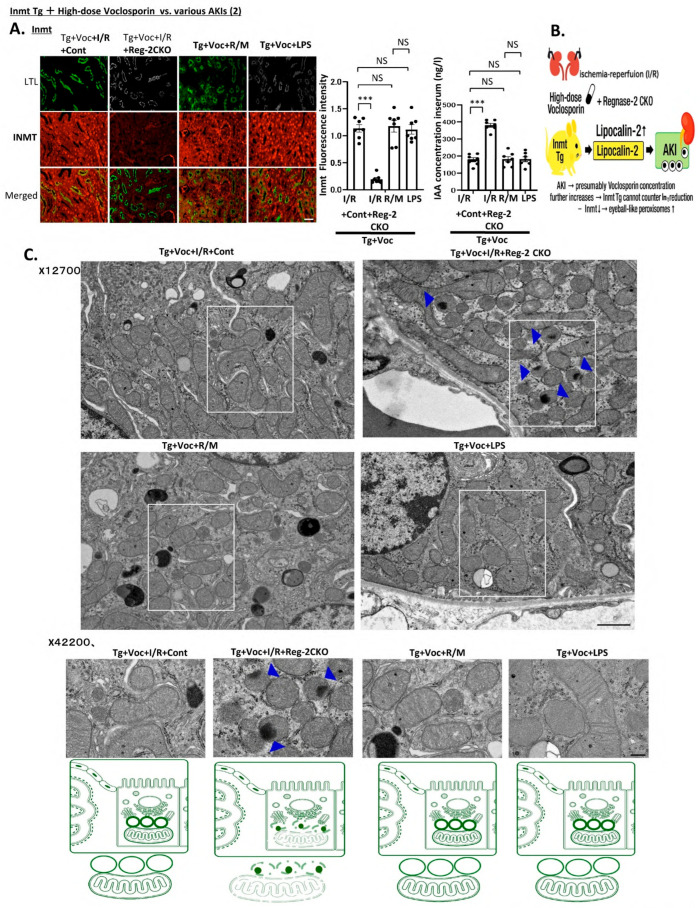
High-dose voclosporin mitigated diverse acute kidney injury (AKI) phenotypes in *Inmt* transgenic mice, but Regnase-2 knockout negated the protective effect and induced peroxisomal abnormalities. (**A**) Representative immunofluorescence images of kidney cryosections from each experimental group corresponding to Figure 5 (four groups of mice) at 14 weeks of age, while showing indolethylamine N-methyltransferase (INMT; green) and Lotus tetragonolobus lectin (LTL; red). Mean serum indole-3-acetic acid (IAA) concentrations in each group are also shown. (**B**) Schematic illustration: High-dose voclosporin mitigated diverse AKI phenotypes in *Inmt* transgenic mice by promoting Regnase-2, whereas Regnase-2 knockout eliminated this protective effect, reduced *Inmt* expression, increased IAA levels, and triggered the striking emergence and expansion of abnormal “eyeball-like” peroxisomes. (**C**) Representative electron micrographs for each mouse group, with corresponding schematic illustrations below (white squares indicate enlarged regions). Enlarged electron micrographs highlighting abnormal peroxisomes. Blue arrowheads denote inner electron-dense regions. Kidney tissue specimens were embedded in Epon epoxy resin (Hexion, Columbus, OH, USA) for electron microscopy. Ten proximal tubules per kidney from each mouse were randomly imaged for morphometric evaluation. All groups consisted of seven mice. Data were analyzed by one-way analysis of variance with Bonferroni correction. Scale bars: 100 μm (immunofluorescence), Scale bars: 500 nm (electron microscopy). Thus, the protective effect of high-dose voclosporin against AKI is strictly Regnase-2 dependent, and its loss demonstrates a novel peroxisomal pathology. All groups consisted of seven mice. Quantitative data in panel (**A**) were analyzed using one-way ANOVA followed by Bonferroni correction (n = 7 per group). Exact *p*-values are indicated in the figure. *** *p* < 0.001; NS: not significant.

**Figure 7:**
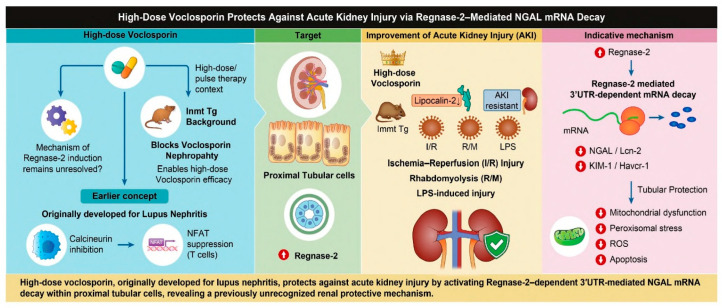
High-dose Voclosporin Protects Against Acute Kidney Injury via Regnase-2-Mediated NGAL mRNA Decay. Schematic representation of the renal protective mechanism of high-dose voclosporin in acute kidney injury (AKI). High-dose voclosporin, originally developed for lupus nephritis, is administered under an Inmt transgenic (Tg) background that prevents voclosporin-induced nephropathy and enables therapeutic efficacy. In proximal tubular cells, voclosporin upregulates Regnase-2, a ribonuclease that promotes 3′UTR-dependent mRNA decay of NGAL (Lcn-2) and KIM-1 (Havcr-1), leading to reduced expression of these injury markers. This mechanism confers resistance to multiple AKI models, including ischemia–reperfusion (I/R), rhabdomyolysis (R/M), and LPS-induced injury, and is associated with decreased mitochondrial dysfunction, peroxisomal stress, reactive oxygen species (ROS), and apoptosis. The induction mechanism of Regnase-2 remains unresolved.

## Data Availability

The datasets generated and/or analyzed during the current study are available in the Gene Expression Omnibus (GEO) under accession numbers GSE316216 and GSE316214. Both datasets were made publicly accessible on 28 March 2026. URLs:GSE316216: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE316216 (accessed on 1 March 2026); GSE316214: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE316214 (accessed on 1 March 2026). Further information and requests for resources and reagents are available from the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms27073150/s1. References [48,49,50,51,52,53,54,55,56,57] are cited in the supplementary materials.

# Supplementary material for: High-Dose Voclosporin Protects Against Acute Kidney Injury via Regnase-2-Mediated NGAL MRNA Decay
**Source:** Int J Mol Sci. 2026 Mar 30;27(7):3150. doi: 10.3390/ijms27073150
**Supplement:** Supplementary file 1

Regnase-2 CKO (1)

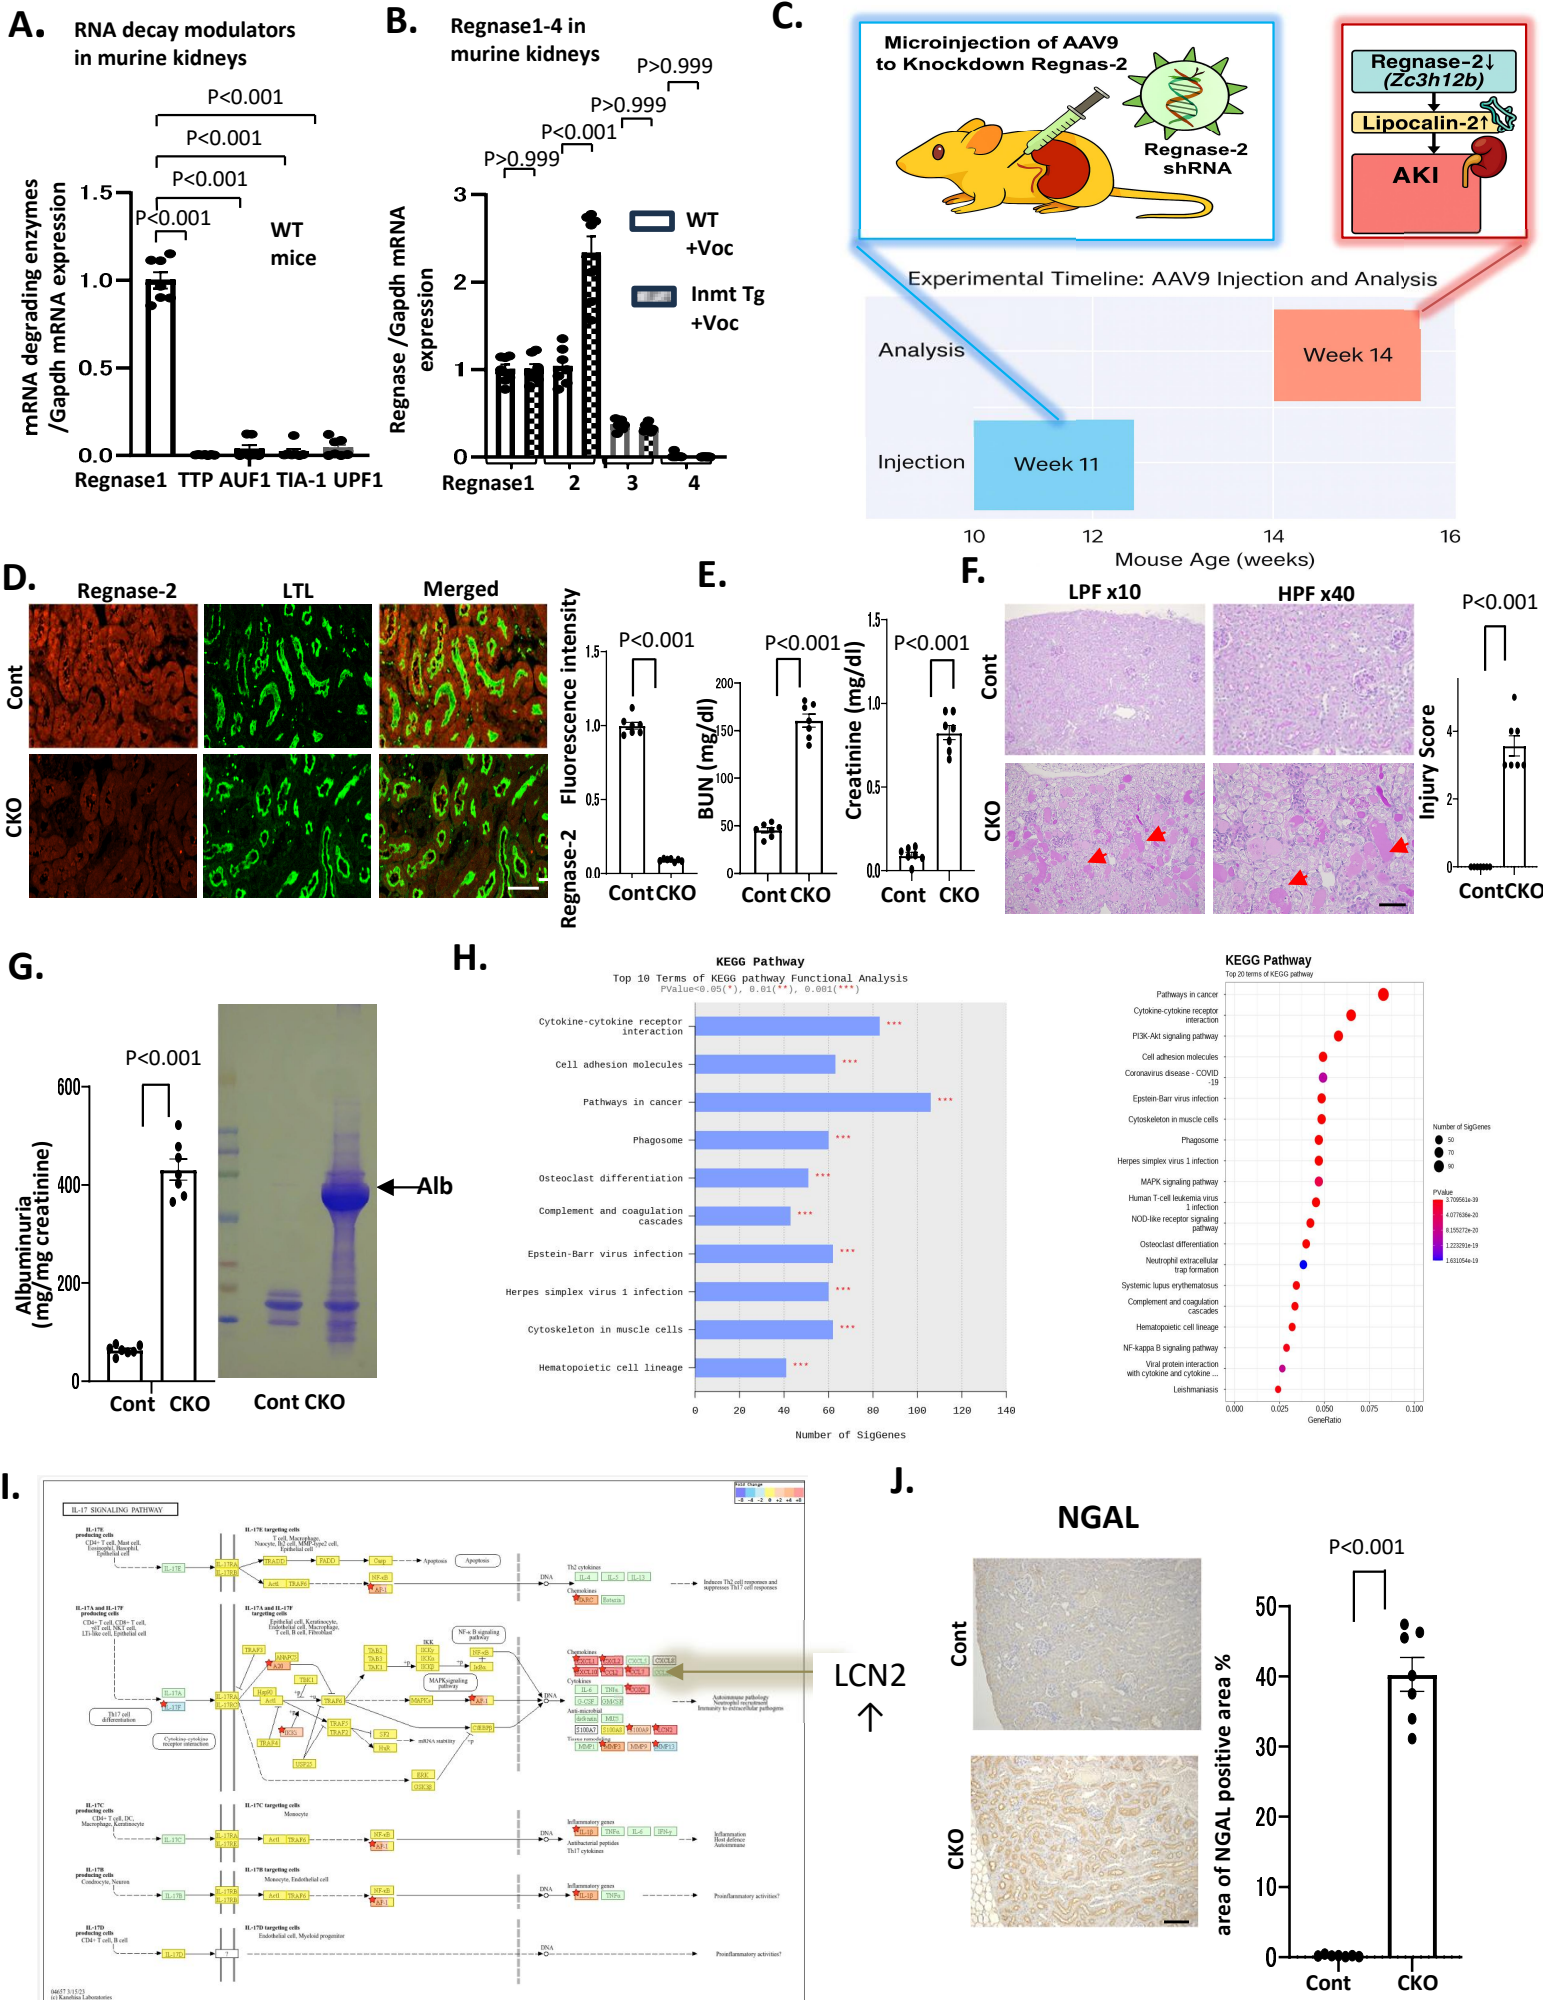

Supplementary Figure 1, Hasegawa et al.

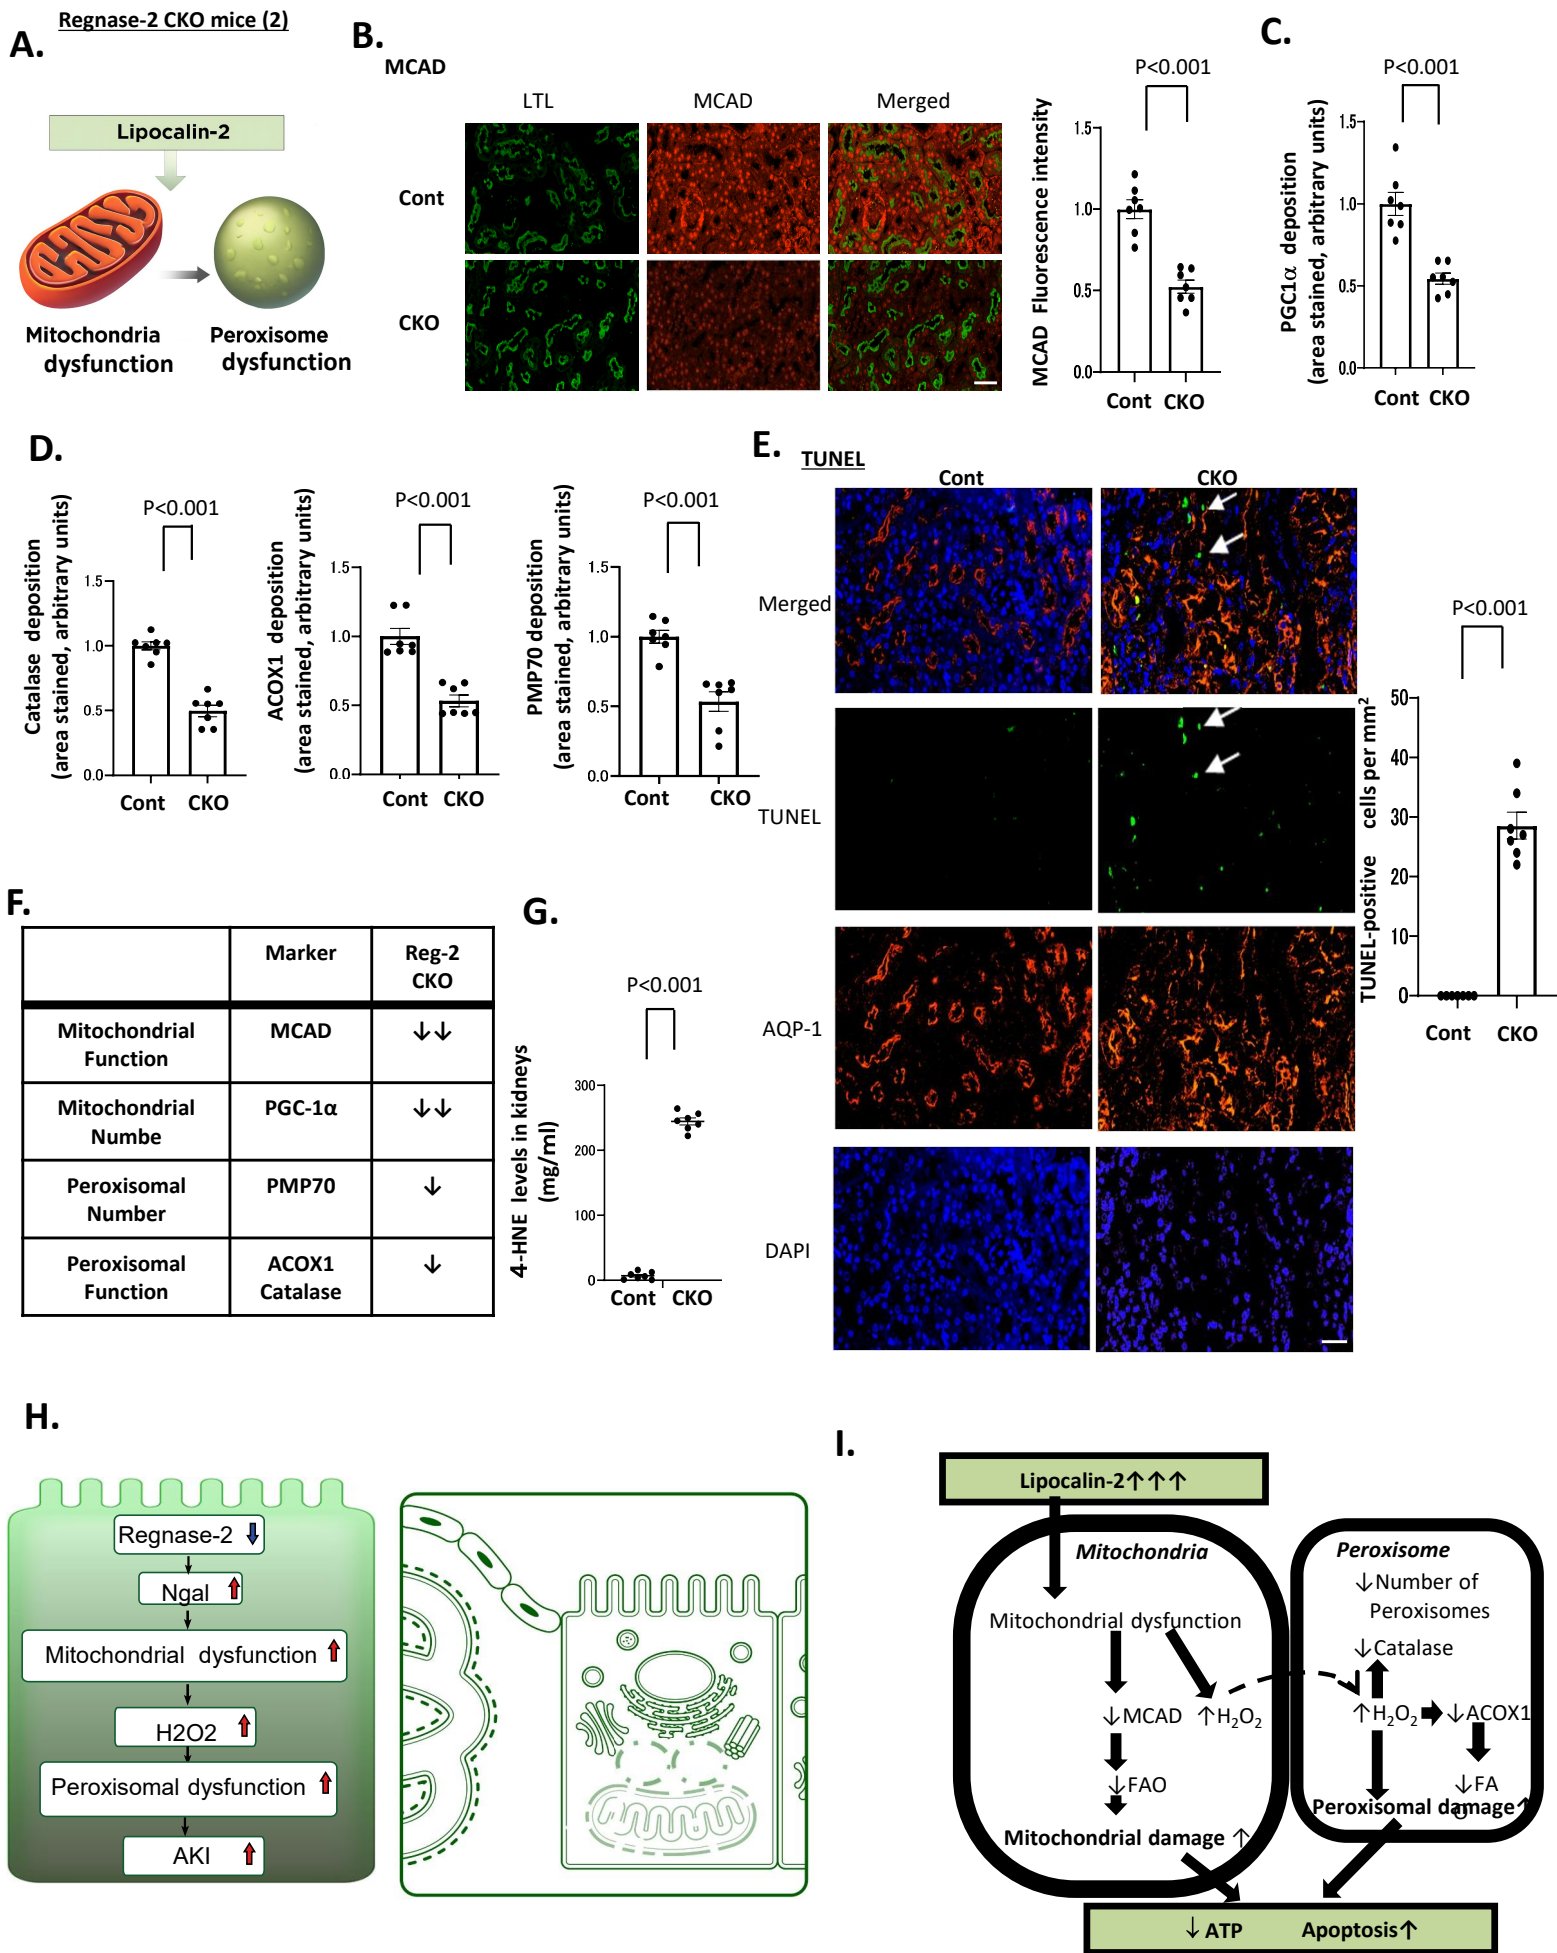

Supplementary Figure 2, Hasegawa et al.

Inmt Tg mice without Voc administration vs. I/R

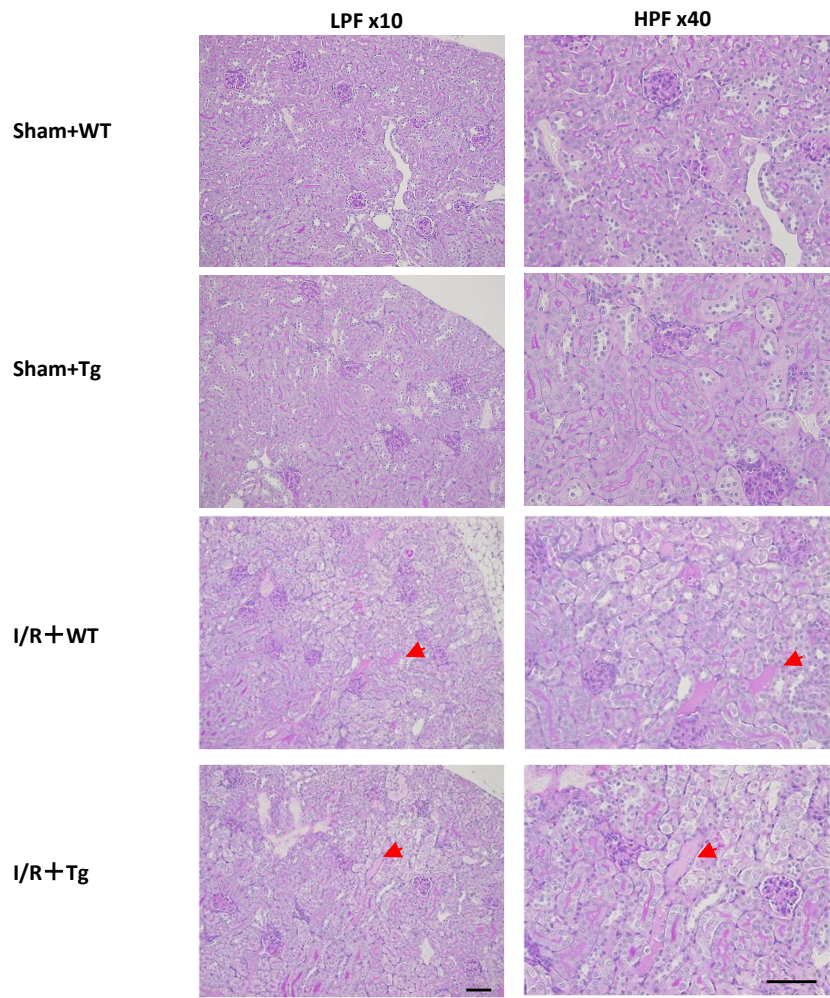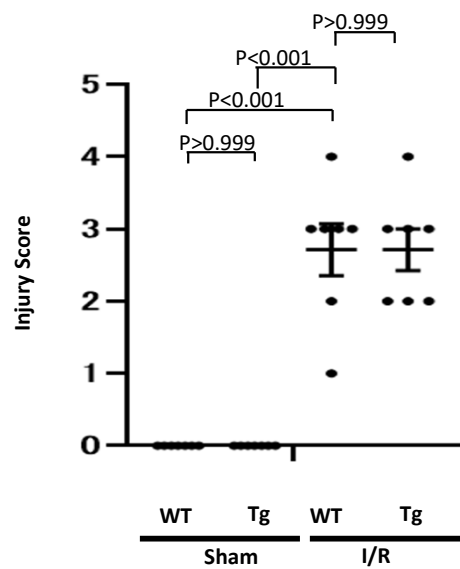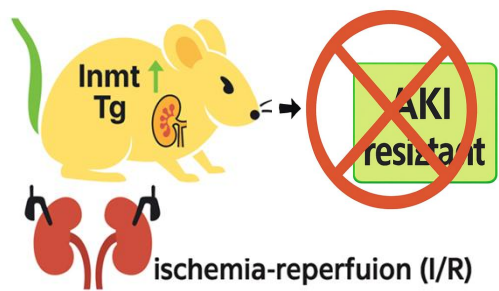

Supplementary Figure 3, Hasegawa et al.

A.

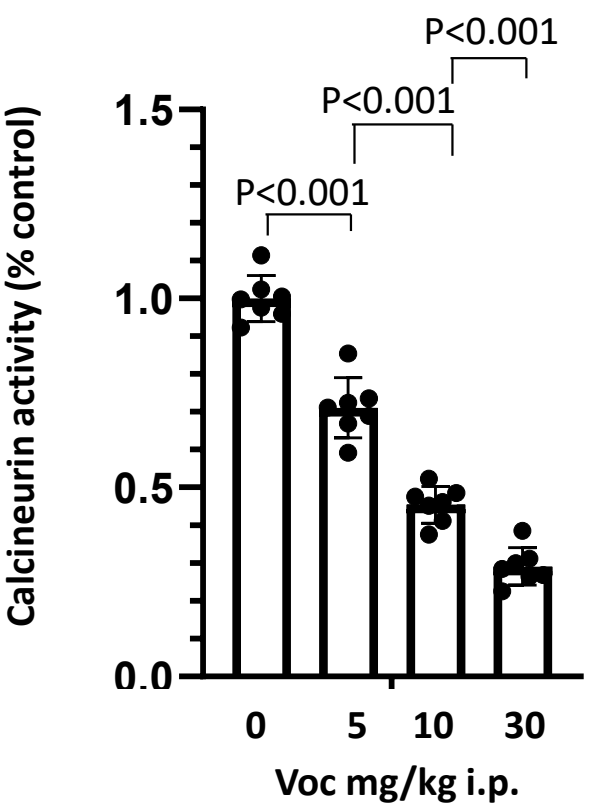

B.

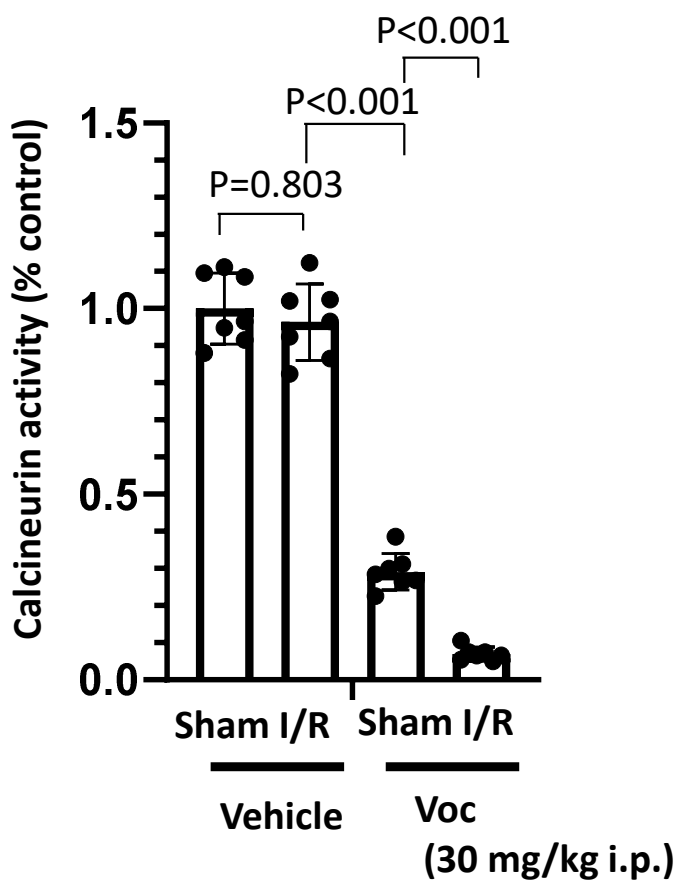

A.

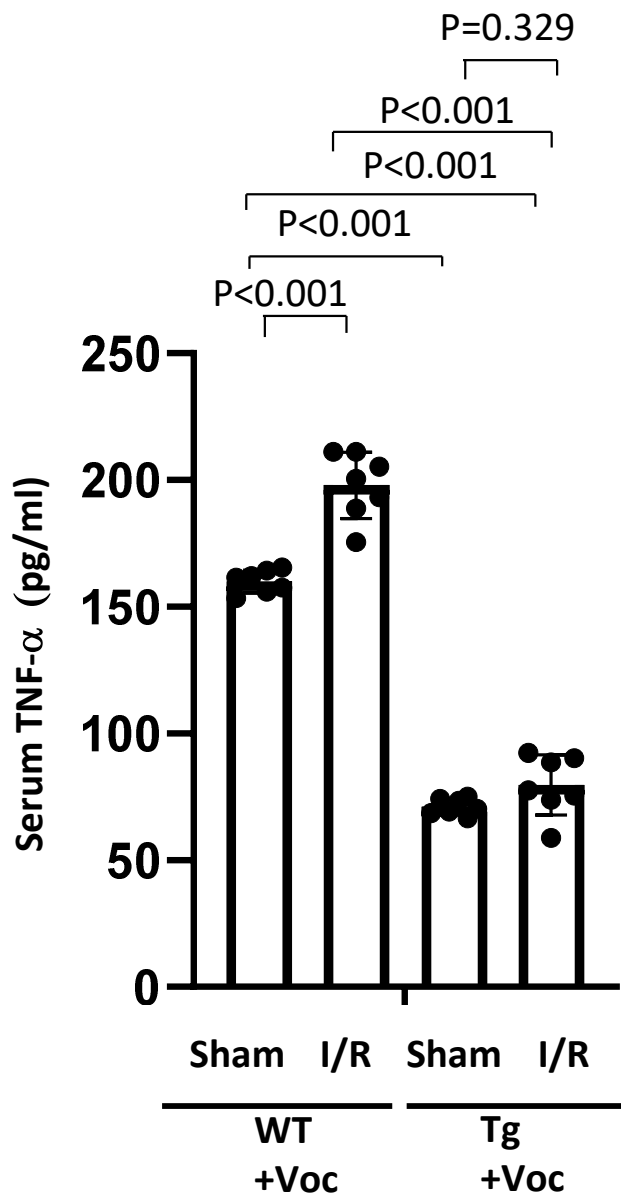

B.

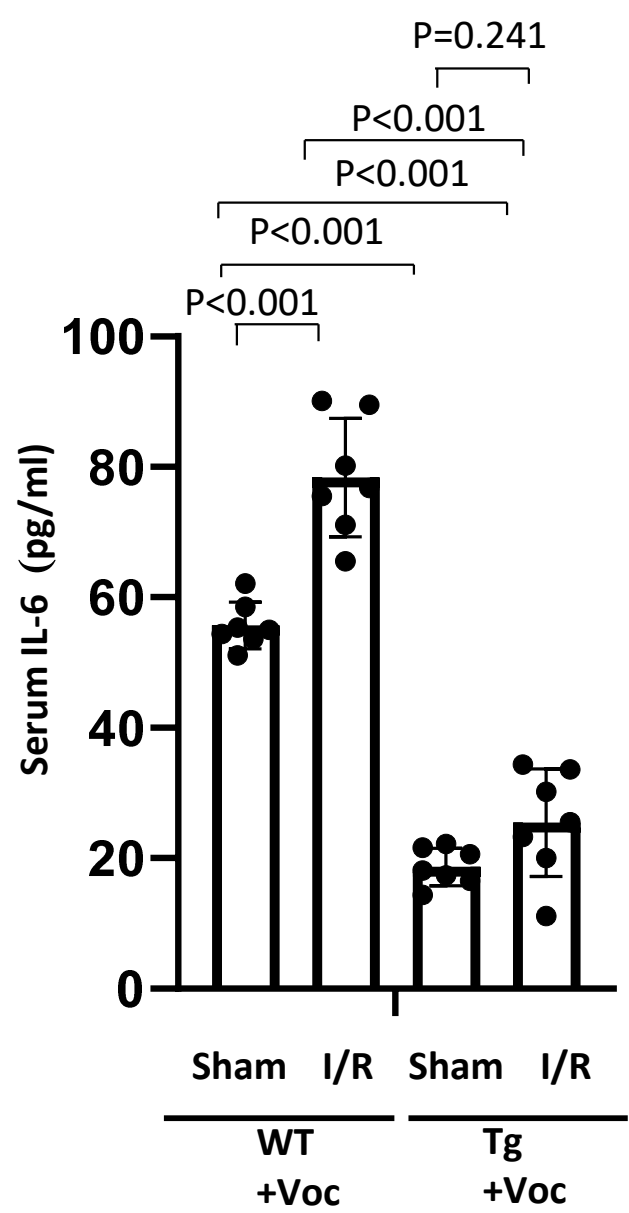

Supplementary Figure 5, Hasegawa et al.

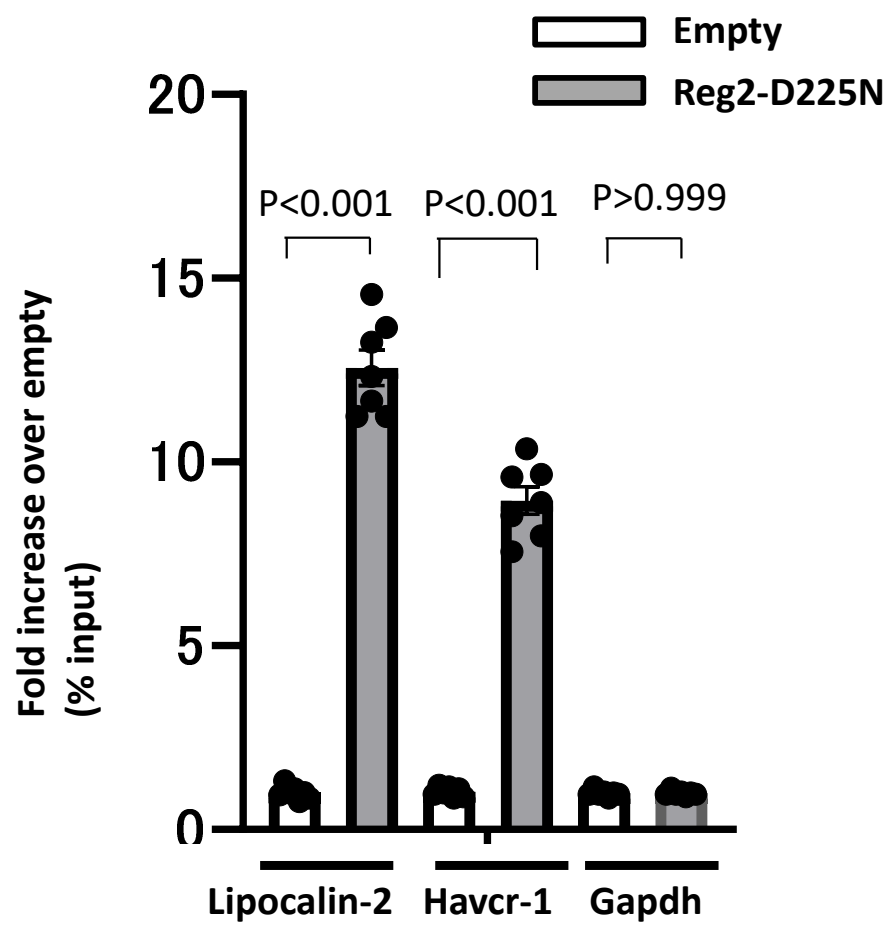

A.

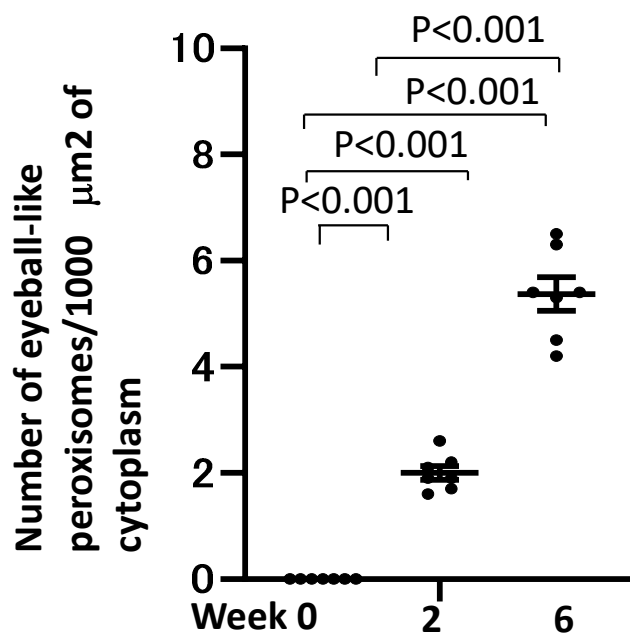

B.

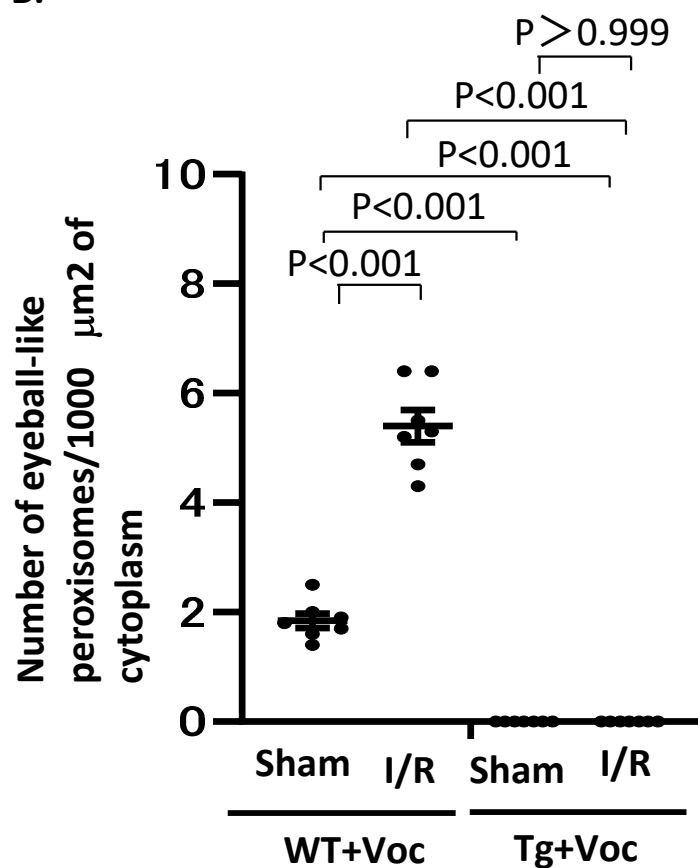

C.

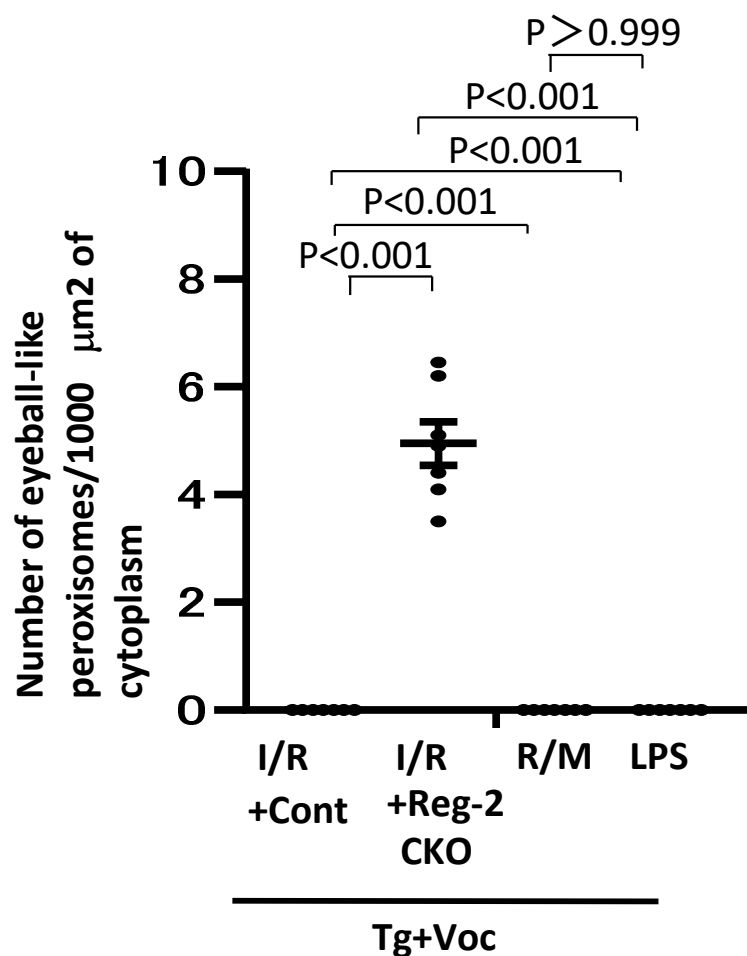

## Supplementary Figure Legends

**Supplementary Figure 1. Regnase-2 knockdown in proximal tubules induces AKI through accumulation of injury-related transcripts.** (A) Real-time PCR analysis of whole kidney tissues from 14-week-old WT mice demonstrated expression of Regnase-1, whereas other canonical RNA decay modulators (TTP, AUF1, TIA1, and UPF) were not found. (B) Comparative analysis of Regnase family members (Regnase-1, -2, -3, and -4) in WT+Voc and Inmt Tg+Voc kidneys at 14 weeks revealed abundant expression of Regnase-1 and Regnase-2, with Regnase-2 markedly upregulated in Inmt Tg+Voc mice. (C) To investigate the renal function of Regnase-2, AAV9 vectors carrying Regnase-2 shRNA were administered via tail vein injection at 11 weeks, and kidney tissues were analyzed at 14 weeks. (D) Immunofluorescence staining confirmed proximal tubular-specific knockdown of Regnase-2 in conditional knockout (CKO) mice, as demonstrated by dual labeling with lotus tetragonolobus lectin (LTL) and quantification of fluorescence intensity. (E) Plasma blood urea nitrogen (BUN) and creatinine (Cr) levels, (F) histological injury scores by hematoxylin and eosin (HE) staining, and (G) urinary albumin excretion all indicated AKI in CKO mice. (H) Bulk RNA sequencing of whole kidneys revealed broad upregulation of injury-related transcripts. Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of upregulated differentially expressed genes is demonstrated (x-axis: gene ratio; y-axis: KEGG terms). Circle size represents gene count, and circle color represents adjusted P-value. (I) KEGG pathway analysis emphasized the IL-17 signaling pathway, with Lipocalin-2 (LCN-2) showing prominent induction. (J) Immunostaining for NGAL confirmed significantly increased expression in CKO kidneys, with quantitative data shown to the right. Data were analyzed using two-tailed Student's t-test. Scale bars: 100  $\mu$ m (immunofluorescence), 50  $\mu$ m (light microscopy). All quantitative data were obtained from n = 7 mice per group and analyzed using two-tailed unpaired Student's t-tests. Exact P-values are indicated in the figure.

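The genes of a list of tubular injury markers written before the data were examined were compared between the 2 libraries. Of the 27 members with at least 10 scaled reads in 1 library, 27 were higher in the library labelled CKO and 20 at least 2-fold higher. Their median log2 ratio was 2.53, at percentile 100 among random lists matched on mean expression, and the lowest member was Igfbp7 at 0.13. Lcn2, Ccl2, C3, Krt19 and Spp1 of this list are also in Table S5. That table rests on the same libraries, so the list is not fully independent of them.

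**Figure D1:**
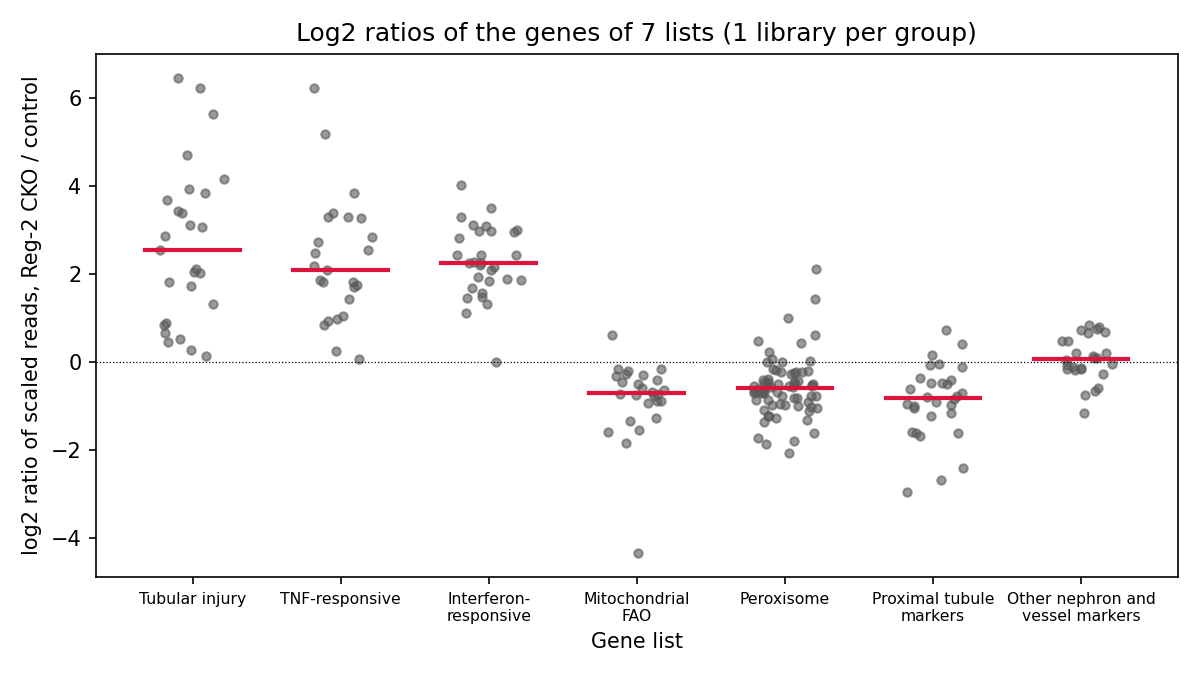
Log2 ratio of scaled reads (vertical axis, library labelled CKO over control) of each gene of 7 lists (horizontal axis), with 1 library per group. Points are genes and red bars are list medians: 2.53 for tubular injury, -0.71 for mitochondrial fatty acid oxidation (FAO) and -0.59 for the peroxisome; with the values as deposited, the peroxisome median was 0.019.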

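Of the genes that the IL-17 pathway map of Fig. S1I marks as raised, 12 were analysed here, and 12 were at least 2-fold higher in the library labelled CKO, with a median log2 ratio of 2.91. Lcn2 was the highest and Ikbke the lowest at 1.49. The paper marked the map from its RNA-seq of the same comparison. The directions of the marked genes were therefore fixed in advance and are no separate check. Ptgs2 was at 3.29, Cxcl10 at 3.28, Tnfaip3 (A20) at 2.53, Il1b at 2.48 and S100a9 at 1.64. Several of these rest on few control reads, such as 4 for Ccl7 and 8 for Ccl17. The 2 genes marked as lowered were Il17f, with 27 reads in the control library and 12 in the library labelled CKO, and Mmp13, with 76 and 56. Their log2 ratios were -1.64 and -1.01, and Il17f changed sign to 0.023 with the values as deposited. The 6 unmarked genes of the map that were analysed had a median of 0.14, from -0.41 for Il17ra to 0.98 for Mmp9. Cxcl2 was not analysed here.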

**Supplementary Figure 2. Regnase-2 deficiency in proximal tubules induces AKI through mitochondrial and peroxisomal dysfunction.** (A) Lipocalin-2 (NGAL), which is upregulated upon Regnase-2 loss, has been reported to interfere with mitochondrial function. Because mitochondria and peroxisomes are functionally interconnected, mitochondrial dysfunction can directly precipitate peroxisomal impairment; therefore, these pathways were examined in detail. (B) Immunofluorescence staining for medium-chain acyl-CoA dehydrogenase, a key enzyme in fatty acid oxidation, revealed a significant reduction in CKO kidneys. Dual labeling with lotus tetragonolobus lectin (LTL) confirmed proximal tubular localization. (C) Expression of the mitochondrial biogenesis regulator PGC-1 $\alpha$  and (D) peroxisomal markers, including catalase and acyl-CoA oxidase 1 (ACOX1) as functional indicators, together with PMP70 as a marker of peroxisome abundance, were assessed by real-time PCR of kidney tissue. All were significantly decreased in CKO mice. (E) A summary table illustrates the dynamics of mitochondrial and peroxisomal markers related to their number and function. (F) Renal concentrations of 4-hydroxynonenal (4-HNE) were quantified by ELISA. (G) Apoptosis was evaluated by TUNEL staining. (H) Schematic representation: loss of Regnase-2 leads to increased NGAL, which provokes mitochondrial dysfunction. Elevated oxidative stress, evidenced by increased 4-HNE, triggers peroxisomal impairment, culminating in AKI. (I) An integrated schema summarizes the molecular alterations observed in mitochondria and peroxisomes under Regnase-2 deficiency. All quantitative data were obtained from n = 7 mice per group and analyzed using two-tailed unpaired Student's t-tests. Exact P-values are indicated in the figure. Scale bar: 100  $\mu$ m.

**Supplementary Figure 3. Inmt transgenic mice alone do not ameliorate ischemia/reperfusion-induced AKI.** As previously demonstrated, high-dose voclosporin in combination with Inmt transgenic (Tg) mice effectively suppressed AKI induced by ischemia/reperfusion (I/R), lipopolysaccharide (LPS), and rhabdomyolysis (R/M). This protective effect was mediated through Regnase-2 activation, resulting in reduced NGAL expression and, likely, decreased KIM-1 expression via

Havcr-1, thereby preventing mitochondrial and peroxisomal dysfunction. Importantly, this renoprotective effect was attributable to high-dose voclosporin, as Inmt Tg alone did not confer protection against AKI. Quantitative injury scores based on hematoxylin and eosin (HE) staining are displayed for four groups: WT+Sal, WT+I/R, Tg+Sal, and Tg+I/R. All mice were 14 weeks of age. All quantitative data were obtained from  $n = 7$  mice per group and analyzed using one-way ANOVA followed by Bonferroni correction. Exact P-values are indicated in the figure. Scale bar: 50  $\mu\text{m}$ .

**Supplementary Figure 4. Dose-dependent inhibition of renal calcineurin activity by voclosporin and enhanced functional drug exposure in ischemic kidneys.** (A) Calcineurin (CN) phosphatase activity in kidney cortex homogenates from mice treated with vehicle or voclosporin at 5, 10, or 30 mg/kg intraperitoneally. CN activity is expressed as a percentage of vehicle control. Data are presented as mean  $\pm$  SEM with individual values. (B) Renal CN phosphatase activity in Sham and ischemia–reperfusion (I/R) kidneys treated with vehicle or voclosporin (30 mg/kg i.p.). CN activity is expressed as a percentage of vehicle-treated Sham controls. CN activity did not differ between Sham and I/R kidneys in vehicle-treated mice ( $P = 0.803$ ). Voc treatment markedly reduced CN activity in Sham kidneys compared with vehicle controls ( $P < 0.001$ ). Importantly, CN activity was further and significantly reduced in the I/R + Voc group compared with the Sham + Voc group ( $P < 0.001$ ), indicating enhanced functional voclosporin exposure in ischemic kidneys. All quantitative data were obtained from  $n = 7$  mice per group and analyzed using one-way ANOVA followed by post-hoc testing. Exact P-values are indicated in the figure.

**Supplementary Figure 5. Serum concentrations of TNF- $\alpha$  and IL-6 in wild-type (WT) and INMT-transgenic (Tg) mice subjected to Sham or ischemia–reperfusion (I/R) surgery under voclosporin (Voc) treatment.** Cytokine levels were quantified by ELISA. In WT mice, I/R markedly increased serum TNF- $\alpha$  and IL-6 compared with Sham controls (both  $P < 0.001$ ), indicating a robust systemic inflammatory response. In contrast, INMT-Tg mice exhibited significantly lower cytokine levels

after I/R, and the differences between Sham and I/R were not statistically significant (TNF- $\alpha$ : P = 0.329; IL-6: P = 0.241). These findings demonstrate that INMT overexpression attenuates the I/R-induced systemic inflammatory response despite identical Voc exposure. Data are presented as mean  $\pm$  SEM with individual values. All quantitative data were obtained from n = 7 mice per group and analyzed using one-way ANOVA followed by post-hoc testing. Exact P-values are indicated in the figure.

**Supplementary Figure 6. Regnase-2 directly binds Lcn2 and Havcr1 mRNAs in HEK293 cells.**

HEK293 cells were transfected with 3 $\times$ FLAG-Regnase-2 (RNase-dead mutant D225N) or empty vector. RNA-protein complexes were immunoprecipitated using an anti-FLAG antibody, and co-precipitated RNAs were quantified by qPCR. Lcn2 and Havcr1 mRNAs were markedly enriched in FLAG-Regnase-2(D225N) immunoprecipitates, whereas GAPDH mRNA showed no enrichment, confirming specificity. These findings demonstrate direct association of Regnase-2 with Lcn2 and Havcr1 transcripts. All quantitative data were obtained from n = 7 independent experiments and analyzed using two-tailed unpaired Student's t-tests. Exact P-values are indicated in the figure.

**Supplementary Figure 7. Quantification of eyeball-like peroxisomes across experimental conditions.**

(A) The number of eyeball-like peroxisomes per 10<sup>3</sup>  $\mu$ m<sup>2</sup> of cytoplasm was quantified by TEM-based stereology at Weeks 0, 2, and 6 in the high-dose voclosporin model (corresponding to Fig. 1). (B) The density of eyeball-like peroxisomes was calculated as the number of dense-core peroxisomes per 10<sup>3</sup>  $\mu$ m<sup>2</sup> of cytoplasm from seven systematically sampled TEM micrographs per group (corresponding to Fig. 3). I/R+WT+Voc mice exhibited a significant increase in dense-core peroxisomes, whereas both Sham+Tg+Voc and I/R+Tg+Voc mice showed almost no detectable structures. (C) The density of eyeball-like peroxisomes was quantified as in (B) (corresponding to Fig. 6). I/R+Reg-2 CKO mice exhibited a marked increase in dense-core peroxisomes, whereas R/M and LPS models showed almost no detectable structures. Data are presented as mean  $\pm$  SEM. All quantitative data were obtained from n = 7

mice per group and analyzed using one-way ANOVA followed by Bonferroni correction. Exact P-values are indicated in the figure.

## Supplementary Results

### **Renal calcineurin activity decreases in a dose-dependent manner following intraperitoneal voclosporin administration**

To determine the pharmacodynamic effect of voclosporin (Voc) across clinically relevant and supratherapeutic doses, we measured renal calcineurin (CN) phosphatase activity in mice treated with 0, 5, 10, or 30 mg/kg i.p. Voc. CN activity progressively decreased in a clear dose-dependent manner. Compared with vehicle-treated controls, CN activity was significantly reduced at 5 mg/kg ( $P < 0.001$ ), further suppressed at 10 mg/kg ( $P < 0.001$ ), and reached near-maximal inhibition at 30 mg/kg ( $P < 0.001$ ). These results demonstrate that 5–10 mg/kg i.p. Voc produces partial CN inhibition consistent with clinically relevant exposure, whereas 30 mg/kg i.p. induces profound CN suppression, supporting its designation as a high-dose regimen (Fig. S4A).

#### Ischemia–reperfusion further enhances voclosporin-mediated inhibition of renal calcineurin activity

To determine whether ischemia–reperfusion (I/R) alters the effective renal exposure to voclosporin (Voc), we quantified calcineurin (CN) phosphatase activity in kidney cortex from four groups: Sham + Vehicle, I/R + Vehicle, Sham + Voc (30 mg/kg i.p.), and I/R + Voc (30 mg/kg i.p.). CN activity in vehicle-treated mice did not differ between Sham and I/R kidneys ( $P = 0.803$ ), indicating that I/R alone did not significantly alter basal CN activity. As expected, administration of Voc markedly reduced CN activity in Sham kidneys compared with vehicle controls ( $P < 0.001$ ), confirming the pharmacological effect of Voc (Fig. S4B).

Importantly, CN activity was further and significantly reduced in the I/R + Voc group compared with the Sham + Voc group ( $P < 0.001$ ), despite identical dosing. This additional suppression of CN activity indicates that I/R increases the functional renal exposure to Voc, consistent with enhanced accumulation or reduced clearance of the drug in ischemic kidneys. These findings provide pharmacodynamic evidence

supporting the hypothesis that I/R augments Voc-mediated calcineurin inhibition at the tissue level (Fig. S4B).

### **INMT overexpression attenuates the systemic inflammatory response induced by I/R under voclosporin treatment**

To evaluate whether the Voc/INMT axis modulates the systemic inflammatory response after I/R injury, we measured serum TNF- $\alpha$  (Fig. S5A) and IL-6 levels (Fig. S5B) in WT and INMT-transgenic (Tg) mice subjected to Sham or I/R surgery under voclosporin treatment. In WT mice, I/R markedly increased serum TNF- $\alpha$  and IL-6 compared with Sham controls (both  $P < 0.001$ ), indicating a robust systemic inflammatory response. In contrast, INMT-Tg mice exhibited significantly lower cytokine levels after I/R, and the differences between Sham and I/R were not statistically significant (TNF- $\alpha$ :  $P = 0.329$ ; IL-6:  $P = 0.241$ ). These findings demonstrate that INMT overexpression suppresses the I/R-induced systemic cytokine response despite identical Voc exposure, suggesting that the Voc/INMT axis attenuates systemic inflammation in addition to its renal effects.

### **Regnase-2 directly associates with Lcn2 and Havcr1 mRNAs**

To determine whether Regnase-2 physically interacts with its putative target transcripts, we performed RIP-qPCR using HEK293 cells expressing 3 $\times$ FLAG-tagged Regnase-2(D225N), an RNase-inactive mutant that preserves RNA-binding capacity. Immunoprecipitation of FLAG-Regnase-2(D225N) resulted in a robust enrichment of Lcn2 and Havcr1 mRNAs compared with empty-vector controls. In contrast, GAPDH mRNA, which lacks Regnase-responsive stem-loop motifs, showed no detectable enrichment. These results demonstrate that Regnase-2 directly binds Lcn2 and Havcr1 transcripts in cells, independent of its RNase activity (Fig. S6).

### **Quantification of Eyeball-Like Peroxisomes During High-Dose Voclosporin Treatment (Related to Fig. 1)**

Quantitative TEM stereology demonstrated a clear time-dependent increase in eyeball-like peroxisomes during high-dose voclosporin (Voc) treatment. The number of eyeball-like peroxisomes per  $10^3 \mu\text{m}^2$  of cytoplasm was almost undetectable at week 0, modestly increased at week 2, and markedly elevated at week 6 (all comparisons  $P < 0.001$ ), consistent with the ultrastructural changes observed in electron micrographs (Fig. S7A).

### **Genotype-Dependent Formation of Eyeball-Like Peroxisomes Under I/R Stress (Related to Fig. 3)**

Quantification of eyeball-like peroxisomes revealed a marked genotype-dependent difference under ischemia/reperfusion (I/R) stress. Using TEM-based stereology, the number of eyeball-like peroxisomes per  $10^3 \mu\text{m}^2$  of cytoplasm was significantly increased in the I/R+WT+Voc group, whereas both Sham+Tg+Voc and I/R+Tg+Voc groups showed almost no detectable dense-core peroxisomes ( $P < 0.001$  vs WT). Notably, the I/R+Tg+Voc group remained indistinguishable from its sham counterpart ( $P > 0.999$ ), indicating that *Inmt* overexpression completely prevented the formation of dense-core peroxisomes under high-dose Voc and I/R (Fig. S7B).

### **Reg-2 Deficiency Exacerbates Eyeball-Like Peroxisome Formation Under I/R Stress (Related to Fig. 6)**

Reg-2 deficiency markedly increased the formation of eyeball-like peroxisomes under I/R stress.

Using TEM-based stereology, the number of eyeball-like peroxisomes per  $10^3 \mu\text{m}^2$  of cytoplasm was dramatically elevated in the I/R+Reg-2 CKO group, whereas the I/R+control group showed only a modest increase. In contrast, neither the Rhabdomyolysis (R/M) nor LPS models exhibited detectable dense-core peroxisomes. These findings indicate that dense-core peroxisome formation is a highly specific ultrastructural response to I/R stress under Reg-2 deficiency (Fig. S7C).

## Supplementary Discussions

In this study, we sought to clarify the pharmacological range of voclosporin (Voc) in the context of renal ischemia–reperfusion (I/R) injury and to determine whether I/R alters the effective renal exposure to Voc. To address this, we combined a dose–response analysis with an I/R experiment, enabling a comprehensive evaluation of both the magnitude of calcineurin (CN) inhibition and the influence of ischemic injury on Voc pharmacodynamics.

Our dose–response experiment demonstrated a clear graded suppression of renal CN activity across 5, 10, and 30 mg/kg i.p. Voc. The 5 mg/kg dose, which corresponds to the human clinical exposure after body surface area conversion and adjustment for oral bioavailability, produced only mild CN inhibition. The 10 mg/kg dose, widely used in previous murine inflammatory models, resulted in moderate CN suppression. In contrast, 30 mg/kg i.p. induced near-maximal CN inhibition, clearly distinguishing it from clinically relevant doses. These findings support the designation of 30 mg/kg i.p. as a pharmacologically supratherapeutic “high-dose” regimen.

We further examined whether I/R modifies the renal handling of Voc. Although I/R alone did not significantly alter basal CN activity, Voc-treated I/R kidneys exhibited a significantly greater reduction in CN activity compared with Voc-treated Sham kidneys, despite identical dosing. Because CN inhibition directly reflects intracellular exposure to calcineurin inhibitors, this additional suppression indicates that I/R enhances the functional renal accumulation or retention of Voc. These pharmacodynamic data provide mechanistic support for our hypothesis that ischemic injury increases Voc exposure within the kidney, which may contribute to the exacerbation of nephrotoxicity under I/R conditions.

### Limitations

A key limitation of this study is that direct quantification of Voc concentrations in blood or kidney tissue could not be performed. LC-MS/MS measurement of Voc requires proprietary analytical standards and validated internal controls that are not commercially available and remain restricted to pharmaceutical

development laboratories. As a result, establishing a de novo LC-MS/MS assay is not technically feasible in an academic setting. To overcome this limitation, we employed renal CN activity as a pharmacodynamic surrogate for tissue Voc exposure. Although CN activity provides a biologically meaningful and widely accepted functional readout of calcineurin inhibitor exposure, it does not allow direct determination of absolute Voc concentrations. Future studies incorporating validated LC-MS/MS assays, once accessible, will be important to confirm the pharmacokinetic basis of the enhanced CN inhibition observed under I/R conditions.

Together, the dose–response and I/R experiments provide a coherent framework for interpreting the effects of Voc in our model. The data demonstrate that 30 mg/kg i.p. represents a high-dose regimen relative to both previously reported murine studies and human clinical dosing, and that I/R further augments the effective renal exposure to Voc. These findings highlight the importance of considering both dose selection and renal perfusion status when evaluating the nephrotoxic potential of calcineurin inhibitors.

Although our experimental strategy relies on proximal tubule–specific overexpression of Inmt, direct transgenic augmentation is not currently feasible in clinical practice. Nevertheless, several emerging molecular pathways suggest potential avenues for pharmacological INMT enhancement.

First, sigma non-opioid intracellular receptor 1 (SIGMAR1) has been identified as a receptor for INMT-derived tryptophan metabolites<sup>48</sup>, and INMT itself is considered an endogenous SIGMAR1 agonist. Activation of SIGMAR1 may therefore potentiate downstream INMT-related cytoprotective pathways, raising the possibility that SIGMAR1-targeting compounds could indirectly augment INMT activity.

Second, recent studies have identified the lysine methyltransferase SMYD3 as an epigenetic regulator of INMT transcription<sup>49</sup>. Pharmacological modulation of SMYD3 or related chromatin-regulatory mechanisms may represent a feasible strategy to increase endogenous INMT expression.

Although the roles of SIGMAR1 and SMYD3 in renal tissues remain largely unexplored, these pathways provide promising directions for developing INMT-augmenting therapies. Future studies investigating these regulatory mechanisms will be essential for translating INMT-mediated renal protection into clinically applicable interventions, as the reviewer suggested.

The dual effects of high-dose Voc can be understood as an INMT-dependent switch in the dominant biological pathway. In WT mice, Voc suppresses INMT and triggers IAA accumulation, leading to rapid tubular injury that masks any protective signaling. In contrast, when INMT is preserved, IAA does not accumulate, and Voc no longer induces nephrotoxicity. Under this protected metabolic state, high-dose Voc robustly induces Reg-2, which suppresses Lcn2 and Haver1 expression and attenuates tubular injury. A major limitation is that the mechanism of Reg-2 induction cannot be directly determined: high-dose Voc alone causes AKI too rapidly to study upstream events, whereas high-dose Voc+Inmt Tg alters tryptophan/indole metabolism, complicating interpretation. This structural constraint of the model prevents direct identification of the Reg-2 activation mechanism.

Our TEM-based stereological analysis revealed a distinctive pattern of peroxisomal remodeling characterized by the formation of dense-core (“eyeball-like”) peroxisomes. This phenotype increased progressively during high-dose Voc treatment, was markedly induced by I/R under Voc exposure, and was dramatically exacerbated by Reg-2 deficiency. In contrast, R/M and LPS models showed almost no dense-core peroxisomes, indicating that this structure represents a specific ultrastructural signature of I/R stress in the context of impaired INMT–Reg-2 signaling.

Because dense-core peroxisomes cannot be detected by immunofluorescence, TEM stereology provides the most accurate method for evaluating this phenotype. The binary nature of the dense-core structure ensures objective classification, and the consistent findings across Figures 1, 3, and 6 highlight the robustness of this morphological marker.

These results support a model in which Reg-2 preserves peroxisomal integrity, preventing the formation of dense-core peroxisomes and maintaining mitochondrial–peroxisomal homeostasis. Loss of Reg-2 leads to peroxisomal dysfunction, ROS accumulation, and tubular injury, establishing Reg-2 as a key regulator of peroxisomal stress responses.

In addition to its renal effects, our data indicate that the Voc/INMT axis also modulates the systemic inflammatory response induced by I/R injury. I/R markedly increased circulating TNF- $\alpha$  and IL-6 levels in WT mice, consistent with the well-established systemic inflammatory response syndrome triggered by ischemic injury. However, INMT-Tg mice exhibited significantly attenuated cytokine responses despite receiving the same Voc dose. Because Regnase-2 is known to degrade mRNAs encoding IL-6, TNF- $\alpha$ , and other inflammatory mediators, these findings suggest that INMT-mediated stabilization of Regnase-2 contributes to the suppression of systemic inflammation. This systemic anti-inflammatory effect may have important implications for critical care settings, where I/R-induced cytokine storms contribute to multi-organ dysfunction.

Although high-dose Voc exhibited strong renoprotective effects under INMT preservation, this dosing strategy is not currently feasible in clinical practice. The approved clinical dose for lupus nephritis is substantially lower, and Voc lacks therapeutic drug monitoring, making high-dose administration difficult to control safely. In wild-type mice, high-dose Voc rapidly induces AKI, and its protective effect becomes evident only when INMT expression is preserved, preventing IAA accumulation and allowing Reg-2 activation. Therefore, the present findings should be interpreted as revealing a biological mechanism rather than proposing immediate clinical use of high-dose Voc.

The translational implication of this study lies in identifying the INMT–Reg-2 axis as a potential therapeutic target. Future approaches may include pharmacological enhancement of INMT expression, development of TDM systems enabling safe modulation of Voc exposure, or the design of new agents

capable of activating Reg-2 without inducing nephrotoxicity. These strategies may ultimately allow the protective mechanism uncovered here to be leveraged in clinical settings.

Across all models, renal function assessed by BUN and creatinine closely paralleled the molecular and ultrastructural findings. *Inmt* Tg mice maintained normal BUN and creatinine levels despite Voc+I/R stress, whereas Reg-2 CKO mice exhibited marked renal dysfunction. These results highlight the functional relevance of the *Inmt*–Reg-2 axis, demonstrating that preservation of peroxisomal and mitochondrial integrity translates directly into protection of renal function. Accurate GFR measurement in mice requires invasive clearance assays that are difficult to perform in AKI models, and non-invasive FITC-sinistrin sensors were not available in our facility. Therefore, BUN and creatinine were used as standard and reliable renal functional indices, which consistently supported the mechanistic conclusions of this study.

## Supplementary Methods

### AAV9 injection

Adeno-associated virus serotype 9 (AAV9) vectors containing short hairpin RNA (shRNA) and targeting mouse Regnase-2 and empty control vectors were constructed and purchased from Takara Bio (Kusatsu, Shiga, Japan). The AAV9 titer after packaging was  $8.5 \times 10^{13}$  vector genomes/mL, and each mouse received a dose of  $5 \times 10^{12}$  vector genomes, corresponding to an injection volume of approximately 60  $\mu$ L. At 11 weeks of age, mice were administered AAV9 carrying Regnase-2 shRNA via tail vein injection to suppress Regnase-2 expression. Mice receiving AAV9 with empty vectors were used as controls. Kidney tissues were harvested 5 weeks post-injection (16 weeks of age), and knockdown efficiency was assessed by immunofluorescence. Consistent with previous reports, AAV9 preferentially transduced renal proximal tubules.<sup>50</sup> The shRNA oligonucleotide sequences were as follows:

### Plasmid construction.

Regnase-2 cDNA was inserted into a pFlag-CMV2 vector (Sigma-Aldrich), as previously described.<sup>51</sup> Full-length (1–400) or partial fragments (1–300, 400–500) of the Lipocalin-2 3' -UTR sequence were cloned into a pGL3 vector (Promega). The 3' -UTR cDNA of  $\beta$ -globin (1–130), with or without the Lipocalin-2 3' -UTR fragment (320–370), as well as the 3' -UTR cDNAs of Haver-1 (1–965), Ccl2 (1–469), and Cxcl1 (1–591), were also placed into the pGL3 vector. Lipocalin-2 CDS and Lipocalin-2 CDS plus 3' -UTR were cloned into the pTREtight vector (Clontech). Importantly, the expression efficiency

of Regnase-2 cDNA from the pFlag-CMV2 vector was verified in preliminary experiments, ensuring the reliability of subsequent overexpression studies.

### **Stability of mRNA in proximal tubular cells**

Proximal tubules ( $1 \times 10^6$  cells) harvested from wild-type and Regnase-2 CKO mice were used. Actinomycin D ( $2 \mu\text{g/mL}$ ) was added to the culture medium to block transcription, and total RNA was extracted at the indicated time points. Transcript levels of Lipocalin-2, Havcr-1, Ccl2, Cxcl1, and Gapdh were quantified by quantitative real-time PCR (qPCR). Relative expression was normalized to Gapdh, and mRNA stability was assessed by comparing decay kinetics between wild-type and CKO cells.

### **Tet-off system**

HEK293 Tet-off cells ( $3 \times 10^6$ ) were transfected with either pTREtight-Lipocalin-2-CDS or pTREtight-Lipocalin-2-CDS + 3'-UTR, together with Regnase-2 expression plasmids or an empty control vector. After 3 h, the cells were subdivided into three 60-mm dishes and cultured overnight. Transcription from pTREtight vectors was terminated by the addition of doxycycline ( $1 \mu\text{g/mL}$ ), and total RNA was extracted at the indicated time points. Lipocalin-2 and Gapdh mRNA levels were measured by quantitative real-time PCR (qPCR). Relative expression was normalized to Gapdh, and transcript stability was evaluated based on time-dependent changes in mRNA abundance.

### **Luciferase assay**

HEK293 cells were transfected with pGL3-Lipocalin-2 3'-UTR plasmids or pGL3-empty plasmid together with Regnase-2 expression plasmid or empty control plasmid. After 48 h of cultivation, cells were lysed, and luciferase activities in the resulting lysates were detected using the Dual-Luciferase Reporter Assay System (Promega). The Renilla luciferase gene was simultaneously transfected as an internal control.

## **RNA fold**

The minimum-free energy (MFE) secondary structure of the entire mRNA construct was predicted using the RNAfold web server,<sup>52</sup> the secondary structure of an RNA sequence that contributes the least free energy is a MFE structure. A loop-based energy model and the dynamic programming approach were applied to forecast this structure.<sup>53</sup> An RNA secondary structure can be uniquely divided into loops and external bases.

## **RNA isolation, reverse transcription, and PCR.**

RNA processing, isolation, and PCR detection were performed using previously established protocols with the same instruments and reagents, as outlined in our earlier studies.<sup>54-56</sup> Primers were selected to meet the specific experimental requirements of the present study, and their sequences are listed in Table 1. These procedures have been consistently used in prior publications from our group, ensuring methodological reliability and reproducibility.

## **Voclosporin administration.**

Voclosporin (30 mg/kg) was administered via an intraperitoneal injection daily for 2 weeks (n = 8/group) from 8 to 10 weeks of age, preceded by a 3-day preparatory period, during which solvent (3% ethanol in sunflower oil) was administered intraperitoneally to acclimate the animals to the treatment. The control group received only the solvent daily. To mitigate cage-dependent effects, the treatments were administered in mixed cages. The dose of voclosporin was selected, as previously described by our group.<sup>55</sup>

## **Transgenic mice**

Inmt transgenic mice (Inmt Tg), which overexpress Inmt specifically in proximal tubules, were generated according to the existing protocols.<sup>2</sup> Control littermates were used for the comparative analysis. The Inmt Tg line was originally established by our group and has been reported in JASN, where it was shown to prevent voclosporin overdose-induced peroxisomal structural changes and AKI through renal indole detoxification.<sup>2</sup> This well-established model, developed, and characterized in our laboratory, provides a platform for mechanistic studies of Regnase-2-mediated pathways in AKI in this study.

### **RNA sequencing**

RNA sequencing was performed to compare gene expression profiles in kidneys harvested from 14-week-old mice

- (1) High-dose voclosporin-treated Inmt transgenic (Tg) mice subjected to ischemia-reperfusion (I/R) injury were compared with high-dose voclosporin-treated wild-type (WT) mice subjected to I/R.
- (2) Regnase-2 conditional knockout (CKO) mice generated by administration of AAV9 vectors carrying shRNA against Regnase-2 were compared with mice receiving control shRNA.

RNA was extracted from a left kidney tissue, following the protocol used for quantitative polymerase chain reaction (PCR). Libraries were prepared using the TruSeq Stranded mRNA kit (Illumina, San Diego, CA, USA), and sequencing was carried out on a NovaSeq platform (Illumina), yielding an average read length of 100 bp.

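Normalization with DESeq2 divides each library by 1 factor, the median over genes of the ratio of its counts to their geometric mean across libraries. Fitted to the 92 folds of Tables S5 and S6, the values were reads plus a constant, and each fold had the form of reads plus 0.101 in the control against reads plus 0.149 in the CKO library, added before the ratio was taken. These additions sum to 0.25 and their ratio, 0.676, is the factor fitted for the CKO library. The folds needed this factor in addition to the deposited columns, whose totals were 39531299 for the control and 44588821 for the CKO library. A constant added to every gene draws the ratios of genes with few reads toward the ratio of the constants.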

Sequence alignment was conducted, using STAR (version 2.7.3a), raw read counts were obtained with HTSeq, and normalization was done with DESeq2. Gene expression levels were estimated with Cufflinks (version 2.2.1) and reported as fragments per kilobase of transcript per million mapped reads (FPKM). Data quality was assessed with FastQC, and low-quality reads were excluded from further

analysis. Overrepresentation, gene set enrichment, and pathway analyses were performed to identify significant differences in protein-coding gene expression.

The accession number for the raw and processed sequencing data will be provided in the Gene Expression Omnibus upon acceptance of the manuscript or upon notification of acceptance in principle.

### **Serum metabolite quantification**

Serum indole-3-acetic acid (IAA) levels were quantified using a commercial ELISA kit (abx150354; Abbexa, Cambridge, UK) according to the manufacturer's instructions and our previously reported experience.<sup>2</sup> Serum creatinine and blood urea nitrogen (BUN) levels were quantified (mg/dL), using an automated chemistry analyzer. Albuminuria was assessed by sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE).

### **Electron microscopy**

After mouse kidney specimens had been immersed in Epon epoxy resin (Hexion, Columbus, OH., USA), electron micrographs of 10 proximal tubular cells per kidney were randomly selected for morphometric evaluation.

### **Immunofluorescence staining**

Dual-labeling immunofluorescence staining was performed on 5- $\mu$ m cryostat kidney sections, following overnight incubation with validated primary and secondary antibodies. The primary antibodies included: rabbit polyclonal anti-Inmt (Thermo Fisher Scientific, Waltham, MA, USA; Cat# PA5-25390), rabbit monoclonal anti-medium-chain acyl-CoA dehydrogenase (MCAD) (Abcam, Cambridge, UK; Cat# ab92461), mouse monoclonal anti-aquaporin-1 (AQP-1; clone B-11) (Santa Cruz Biotechnology, Dallas, TX, USA; Cat# sc-25287), rabbit polyclonal anti-Regnase-2 (Proteintech Group, Rosemont, IL, USA;

Cat# 26773-1-AP), and biotinylated lotus tetragonolobus lectin (LTL) (Vector Laboratories, Burlingame, CA, USA; Cat# L-132). Secondary antibodies were obtained from Jackson ImmunoResearch Laboratories (West Grove, PA, USA). Double immunofluorescence staining for TUNEL and AQP-1 was also done to localize apoptosis provoked by voclosporin treatment or Inmt deficiency.

All antibodies (Inmt, MCAD, AQP-1, and LTL) have been extensively validated in our laboratory and were previously employed in our group,<sup>2</sup> ensuring high sensitivity and specificity based on direct experimental experience and peer-reviewed publication. For Regnase-2, immunofluorescence staining was newly incorporated in the present study, guided by and consistent with two independent reports that had established the reliability of this antibody in murine tissues.<sup>57,58</sup> Thus, all staining procedures were performed with rigorously validated antibodies, ensuring methodological accuracy and reproducibility.

### **Immunostaining.**

Kidney specimens for histology were prepared, and 4- $\mu$ m paraffin sections were obtained after fixation. The latter were stained with primary antibodies against albumin (Nordic-MUBio, Susteren, Netherlands) and neutrophil gelatinase-associated lipocalin (NGAL; Abcam, Cambridge, MA, USA; Cat# ab70287). Labeling with biotin-conjugated goat anti-rabbit immunoglobulin G was followed by treatment with the Vectastain Elite ABC Kit (Vector Laboratories, Newark, CA, USA), and final imaging was carried out using a 3CCD camera. NGAL immunostaining was conducted using the same protocol previously established and reported by our group,<sup>2</sup> ensuring methodological continuity.

### **Enzyme-linked immunosorbent assay (ELISA).**

ELISA kits were used to quantify 4-hydroxynonenal (4-HNE) in cell lysates prepared from murine kidneys. 4-HNE levels were measured using a commercial assay kit (Abcam, Cambridge, UK; Cat# ab238538). Samples underwent processing according to the manufacturer's instructions, and absorbance was recorded at 450 nm with a microplate reader.

### **Calcineurin Phosphatase Activity Assay**

Renal calcineurin activity assay (I/R experiment and dose–response experiment)

Renal calcineurin (CN) phosphatase activity was quantified to evaluate the pharmacodynamic effect of voclosporin (Voc) under ischemia–reperfusion (I/R) conditions and across different intraperitoneal (i.p.) doses. Two experimental designs were performed:

- (1) I/R experiment comparing Sham and I/R kidneys with or without high-dose Voc, and
- (2) Dose–response experiment assessing CN inhibition at 0, 5, 10, and 30 mg/kg i.p. Voc.

#### **Tissue collection**

Immediately after euthanasia, kidneys were excised, rinsed in ice-cold PBS, and the cortex was dissected and snap-frozen in liquid nitrogen. Samples were stored at  $-80^{\circ}\text{C}$  until analysis.

#### **Preparation of kidney homogenates**

Frozen cortex tissue was homogenized in ice-cold lysis buffer (50 mM Tris-HCl pH 7.5, 1 mM DTT, 1 mM ascorbate, 0.02% NP-40, protease inhibitor cocktail). Homogenates underwent three freeze–thaw cycles followed by centrifugation at  $13,000 \times g$  for 10 min at  $4^{\circ}\text{C}$ . Supernatants were collected for CN activity measurement. Total protein concentration was determined using the BCA assay.

#### **Calcineurin phosphatase activity measurement**

CN activity was measured using a commercially available ELISA-based assay (Calcineurin Cellular Activity Assay Kit, Enzo Life Sciences, Farmingdale, NY, USA; Cat. No. BML-AK816) employing the RII phosphopeptide substrate according to the manufacturer's instructions. Briefly, samples were incubated with reaction buffer containing  $\text{Ca}^{2+}$  and calmodulin, and phosphate release was quantified colorimetrically at 620 nm. CN activity was normalized to total protein and expressed as percentage of vehicle-treated Sham controls.

#### **Experimental groups**

I/R experiment:

- Sham + Vehicle
- I/R + Vehicle
- Sham + Voc (30 mg/kg i.p.)
- I/R + Voc (30 mg/kg i.p.)

Dose–response experiment:

- Vehicle (0 mg/kg)
- Voc 5 mg/kg i.p. (clinical-equivalent dose)
- Voc 10 mg/kg i.p. (dose used in prior murine studies)
- Voc 30 mg/kg i.p. (high-dose)

This assay provides a direct functional readout of calcineurin inhibition and therefore reflects the effective renal exposure to voclosporin under both I/R conditions and graded dosing. The combined analysis allows evaluation of (i) whether I/R enhances functional Voc accumulation and (ii) how 30 mg/kg compares with clinically relevant doses.

### **Transmission electron microscopy and stereological quantification**

Kidney cortex samples were fixed, embedded, sectioned, and stained as described above. Ultrathin sections were imaged at fixed magnifications ( $\times 12,700$  for overview;  $\times 42,200$  for high-magnification analysis). For quantitative analysis, seven systematically sampled TEM micrographs per group were obtained using systematic uniform random sampling. Cytoplasmic area was measured using ImageJ, and the density of peroxisomes was expressed as the number per  $10^3 \mu\text{m}^2$  of cytoplasm.

Definition of eyeball-like peroxisomes:

Structures were classified as eyeball-like peroxisomes only when they exhibited:

1. A sharply demarcated electron-dense core,
2. An intact peroxisomal membrane, and

### 3. Preserved peroxisomal matrix surrounding the core.

These criteria represent a binary morphological definition, minimizing subjectivity. Classification was performed in a blinded manner. The same stereological method was applied to Figures 1, 3, and 6.

### **RNA Immunoprecipitation (RIP)–qPCR**

RNA immunoprecipitation was performed to assess the direct association between Regnase-2 and target mRNAs. HEK293 cells were seeded in 6-well plates and transfected with expression vectors encoding N-terminal 3×FLAG-tagged mouse Regnase-2 (wild-type or RNase-dead mutant D225N) or empty vector using Lipofectamine 2000 (Thermo Fisher Scientific).

The D225N mutant was selected because Asp225 represents the first catalytic Asp residue within the conserved D–E–D–H tetrad of the PIN-like RNase domain of Regnase-2, corresponding to Asp141 in Regnase-1. Mutation of this residue abolishes  $Mg^{2+}$ -dependent endoribonuclease activity in Regnase/MCPIP family proteins, and is therefore widely used as the functionally validated RNase-inactive form.

Twenty-four hours after transfection, cells were washed with ice-cold PBS and lysed in RIP lysis buffer (50 mM Tris-HCl pH 7.4, 150 mM NaCl, 1% NP-40, 1 mM EDTA, 1 mM DTT, protease inhibitor cocktail, and RNase inhibitor) on ice for 20 min. Lysates were cleared by centrifugation at  $12,000 \times g$  for 10 min at 4°C, and a fraction of the supernatant was saved as input.

For RIP, cleared lysates were incubated with anti-FLAG M2 antibody (Sigma-Aldrich) pre-bound to Protein G magnetic beads for 3–4 h at 4°C with gentle rotation. Normal mouse IgG was used as a negative control. Beads were washed four times with high-salt wash buffer (50 mM Tris-HCl pH 7.4, 300 mM NaCl, 0.5% NP-40, 1 mM EDTA, RNase inhibitor) and once with PBS. RNA bound to immunoprecipitated complexes was extracted using TRIzol reagent (Thermo Fisher Scientific). Input RNA was isolated in parallel.

Purified RNA was treated with DNase I and reverse-transcribed using random hexamers and oligo(dT) primers. Quantitative PCR was performed to measure *Lcn2* and *Havcr1* mRNAs. GAPDH mRNA was used as the non-target negative control, as it lacks Regnase-2-responsive stem-loop motifs and is not regulated by Regnase-2. Enrichment was calculated relative to input and IgG controls.

### **Statistical analysis**

All statistical analyses were conducted using Prism 8 (GraphPad Software, San Diego, CA, USA). Sample size was determined based on power calculations to ensure statistical robustness, while adhering to the three reductions (3R) principle. Descriptive data were presented as means  $\pm$  standard error, and group comparisons were performed.

### Supplementary Tables:

**Supplementary Table 1: Primers used to amplify the related genes**

*Inmt*, Indolethylamine N-methyltransferase; *Havcr-1*, Hepatitis A virus cellular receptor 1 (Kidney injury molecule-1, KIM-1); *Ccl2*, C-C motif chemokine ligand 2 (Monocyte chemoattractant protein-1, MCP-

1); *Cxcl1*, C-X-C motif chemokine ligand 1; *TTP*, Tristetraprolin (*Zfp36*); *AUF1*, AU-rich element RNA-binding protein 1; *TIA-1*, T-cell-restricted intracellular antigen-1; *Upf1*, Regulator of nonsense transcripts 1 (*UPF1* RNA helicase and ATPase); *PGC1 $\alpha$* , Peroxisome proliferator-activated receptor gamma coactivator 1-alpha (*Ppargc1a*); *ACOX1*, Acyl-CoA oxidase 1; *PMP70*, Peroxisomal membrane protein 70 (*Abcd3*); *Gapdh*, Glyceraldehyde-3-phosphate dehydrogenase.

**Supplementary Table 2. Clinical data of patients with acute kidney injury as confirmed by needle kidney biopsy**

Values are expressed as mean ± standard deviation. eGFR, estimated glomerular filtration rate; AKI, acute kidney injury; CNI, calcineurin inhibitor.

**Supplementary Table 3. Genes upregulated in kidneys of *Inmt* transgenic mice+high dose Voc-induced acute kidney injury (TG AKI) compared with wild-type mice+high dose Voc-induced AKI (WT AKI)**

**Supplementary Table 4. Genes downregulated in the kidneys of *Inmt* transgenic mice+high dose Voc-induced acute kidney injury (TG AKI) compared with wild-type mice+high dose Voc-induced AKI (WT AKI)**

**Supplementary Table 5. Genes upregulated in kidneys of Regnase-2 conditional knockout mice**

**Supplementary Table 6. Genes downregulated in kidneys of Regnase-2 conditional knockout mice**

How the deposited data were processed for this re-analysis (not part of the article)

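RNA-seq of whole kidney was analysed for 2 libraries, 1 from control mice and 1 from Reg-2 CKO mice, in which AAV9 carried shRNA against Regnase-2. The other comparison named in the RNA-seq methods, of voclosporin-treated mice after ischemia-reperfusion, was not analysed here. The authors aligned reads with STAR 2.7.3a, counted them with HTSeq and normalized them with DESeq2; their FPKM from Cufflinks 2.2.1 was not used here. The paper's text does not name the genome build.

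The deposited values carry no standard unit and were treated as a score: whole numbers called normalized counts by the authors, for 20002 genes. The lowest values were 35 and 51. A least-squares fit to the 92 folds of Tables S5 and S6 gave 1 constant per library and 1 factor, and the constants 34 and 50 were subtracted to recover reads. 0 genes had 0 or fewer reads after this, so genes read in only 1 library are absent from all counts and ranks. That the columns hold reads plus a constant is an inference from this fit. The analysis written before the data were examined took ratios of the values as deposited. It was replaced after the values were seen, because they were not scaled between libraries and carried the constants. The results of the earlier plan are kept as the alternative with the values as deposited.

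The main setting multiplied the CKO reads by the median over genes of the ratio of control to CKO reads, as in the normalization the authors name, and took log2((CKO + 1)/(control + 1)). Genes with at least 10 scaled reads in 1 library were kept, and the threshold was 2-fold. Folds compared with Tables S5 and S6 had no pseudocount. With 1 library per group no test between the groups was made. The 95% Clopper-Pearson interval of a ratio came from the share of the CKO reads in the sum of both libraries and covers counting error only. A library with 3 or fewer reads gave a bound in place of a fold. Depth was 38851231 reads in the control and 43588721 in the CKO library, with medians of 284 and 513 reads per gene.

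Gene lists were written before the data were examined: tubular injury, interferon-responsive, TNF-responsive, the IL-17 map of Fig. S1I, fatty acid oxidation, peroxisome, oxidative phosphorylation, mitochondrial DNA, proximal tubule, other nephron segments and vessels, macrophage, T and B cell, cell cycle, complement and acute phase, Y-linked, male-biased and female-biased kidney genes, the Regnases and other decay factors. The IL-17 marks came from the paper's RNA-seq of the same comparison. Members of other lists are also in Tables S5 and S6, which rest on the same libraries. They include Lcn2, Ccl2, C3, Krt19 and Spp1 (tubular injury), Mx1 (interferon), Cxcl1 (TNF) and Acsm3 (fatty acid oxidation). A list median was placed among 10000 random lists of the same size, each gene replaced by 1 of about 100 genes nearest in mean expression. Genes were named by a rule also written before: every gene the paper names for these libraries, the Regnases, the 5 largest and 5 smallest log2 ratios, and the highest, lowest and check members of reported lists. Other members named in the closing section were chosen after their values were seen. A gene that this rule covers is not reported here.

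Alternatives set before the data were examined were pseudocounts of 0.1 and 10, no filter or at least 50 reads, thresholds of 1.5-fold and 4-fold, and 3 scalings: the median log2 ratio of expressed genes set to 0, equal totals, and equal upper quartiles. The values as deposited and the factor fitted to Tables S5 and S6 were added after the data were seen. Gene length and GC content came from the longest GENCODE M21 transcript of each symbol, and a trend was removed as the median in each of 20 bins. The steps were tested on simulated data with known constants and 200 changed genes of 4-fold: the constants were recovered, 100% of the 200 genes were called in the right direction, 0% of 13280 unchanged genes with a mean of at least 50 reads were called, and 97.5% of the 200 intervals held the true ratio. Of 200 unchanged lists, 9% lay below percentile 5 or above percentile 95. The simulated counts had Poisson noise only, with raised and lowered genes in equal number, so the choice of scaling was not tested. The simulated folds had the form that was then fitted, so that form was not tested either. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.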

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

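The paper does not analyse these lists as such, although 4 male-biased, 2 complement and acute phase, 1 macrophage, 1 cell cycle and 1 female-biased gene are in its Tables S5 and S6 and its results section names Slc7a13. Their medians lay at percentile 100 among matched random lists, except that the male-biased list lay at percentile 0 and the female-biased list at 99.99. The tests of gene length and GC content, and of the complement genes outside the macrophage list, were chosen before their results were seen; the other tests were chosen after the list medians were seen. Each group had 1 library, so a difference between individual mice is confounded with the groups throughout.

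Macrophage marker genes had a median log2 ratio of 2.64 in the library labelled CKO. The median was at least 2.62 under each alternative scaling and 2.63 or more after removal of the trend with length or GC, which argues against these as the whole cause. A lower share of proximal tubule RNA would raise markers of other segments and vessels alike, but their median was 0.061, at percentile 98.9 among matched lists, with 14 members higher and 12 lower. It was 0.48 with equal totals and 0.64 with the values as deposited, where the macrophage median was 3.06 and 2.95. A lower proximal tubule share is therefore not excluded as a part of the rise, but the gap between the lists argues against it as the whole cause. More macrophage RNA remains open: 19 of 20 markers were at least 2-fold higher, among them Cd74, with 2610 and 23956 reads, and Lyz2, with 518 and 9836. The exception was Csf1r, which had 2244 and 4803 reads and a log2 ratio of 0.51, so the markers did not rise in proportion. Of the 20 markers, 19 had at least 10 reads in the control kidney and 3 are also in another list, so they are not specific to infiltrating cells. Activation of resident cells was not tested.

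Cell cycle genes had a median of 2.61. It was 1.95 or more under each scaling and 2.58 after removal of the length or GC trend, and it lay above the 0.061 of the markers of other segments and vessels, as it did with equal totals (3.03 against 0.48) and with the values as deposited (1.95 against 0.64), which argues against a lower share of proximal tubule RNA as the whole cause. Mki67 had 86 reads in the control and 1041 in the library labelled CKO. Which cells divide was not tested.

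Complement and acute phase genes had a median of 2.45. The median nearest 0 was 2.43 among the scalings and 2.49 after the length and GC trends were removed, and it lay above the 0.061 of the other segments and vessels, with equal totals (2.86 against 0.48) and with the values as deposited (2.64 against 0.64) as well, which argues against a lower share of proximal tubule RNA as the whole cause. The 12 members outside the macrophage list had a median of 1.95, so the genes shared with that list are not the whole cause. Whether macrophages express these 12 members was not tested, so more macrophage RNA is not excluded as a cause. C3 rose from 668 to 49523 reads.

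Male-biased kidney genes had a median of -2.47; 13 of 14 were at least 2-fold lower, and Kap fell from 987520 to 104163 reads, from 2.54% to 0.239% of all reads. Y-linked genes had a median of 0.22 in these libraries, which argues against mice of different sex. The median nearest 0 was -1.87 among the scalings and -2.46 after the length or GC trend was removed. Proximal tubule markers outside the list had a median of -0.77, a smaller fall than a lower share of proximal tubule RNA would need. A loss of androgen-dependent expression in injured tubules is a candidate explanation that stays untested.

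Female-biased kidney genes had a median of 0.81, but 4 of the 8 rose and 4 fell, from -4.42 for Slc22a7 to 3.45 for Cyp4a14, so the median describes no common direction.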

How the results depend on the processing

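No paired analysis was possible because each group had 1 library. There were 2334 genes higher and 934 lower, 71.4% higher. Thresholds of 1.5-fold and 4-fold gave 3801 and 749 higher and 2423 and 166 lower (61.1% and 81.9% higher), as the thresholds themselves bring about. With at least 50 reads in 1 library, 617 genes were lower, from fewer genes tested. Equal totals gave 3870 higher and 437 lower (89.9% higher) and moved the median log2 ratio of expressed genes to 0.44. The values as deposited, added after the data were seen as a setting beside the recovered reads, gave 3574 and 131 (96.5% higher), with a median of 0.57. A fall smaller than these shifts has no fixed sign.

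With equal totals, the medians of the fatty acid oxidation and peroxisome lists were -0.29 and -0.17, and Ppargc1a, Upf1 and Zc3h12b reversed to 0.11, 0.16 and 0.16. With the values as deposited, the medians were -0.12 for fatty acid oxidation and, reversed, 0.019 for the peroxisome and 0.0058 for oxidative phosphorylation; Ppargc1a, Upf1, Zc3h12c, Il17f and Zc3h12b reversed to 0.28, 0.33, 0.10, 0.023 and 0.42, and Lcn2 was at 5.93. Beyond the change of scale, the cause was not tested. The medians of the tubular injury, interferon and TNF lists and of the IL-17 genes marked as raised stayed within their 95% binomial intervals under each alternative run on them. These intervals treat genes as independent and can be wide, so staying within them is a weak check. For the IL-17 genes marked as raised, the interval was 2.09 to 5.16, and the median went from 2.91 to 2.30 with the values as deposited. Of the other named genes and lists, 68 values moved without a change of direction, among them the median of the 2 IL-17 genes marked as lowered, which was -0.95 with a pseudocount of 10, -0.93 with equal totals and -0.015 with the values as deposited.

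Without a pseudocount, 92 of the 92 folds of Tables S5 and S6 were within 1.5 times the printed fold, or were bounds not above 1.5 times it. The subtracted constants were fitted to these same folds, so this closeness follows from how the reads were recovered and is no separate check of them. With a pseudocount of 10 it was 46, and with the values as deposited 22, since a pseudocount draws the folds of genes with few reads toward 1, and the deposited values carry the constants and are not scaled between the libraries, which also moves abundant genes. In 19 of the 92 rows, a library had 3 or fewer reads.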

Differences from the paper's values

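The paper calls a 3′-UTR of Lcn2 of 400 nt full-length, whereas the 3′-UTR of the main Lcn2 transcript in GENCODE M21 is 232 nt after the stop codon, and the alternatives of the expression analysis do not bear on this length.

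The text of the results describes PGC1α expression as more significant in CKO mice while the table of Fig. S2 shows it as lowered. Ppargc1a had a log2 ratio of -0.31 in the RNA-seq, and 0.11 with equal totals.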

Other observations

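The tests in this part were chosen after the results they bear on were seen.

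The paper reports by PCR that TTP, AUF1, TIA-1 and UPF1 were not found in kidneys of wild-type mice. In the kidney library of the control AAV9 mice, Zfp36 (TTP) had 976 reads, Hnrnpd (AUF1) 1530, Tia1 800 and Upf1 1760, against 116 for Zc3h12a. Their log2 ratios in the library labelled CKO were 0.91, 0.11, 0.56 and -0.26, and that of Upf1 was 0.16 with equal totals. The median of these 4 genes was 0.33, and that of the 4 Regnase genes was 0.22.

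Inmt, which the paper measures under voclosporin and ischemia-reperfusion, fell from 23839 to 4578 reads in the library labelled CKO, with a log2 ratio of -2.97.

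Regnase-2 mRNA was not detectably lower. The lower 95% limit of the fold of Zc3h12b was 0.561, which argues against counting error hiding a 2-fold fall. The paper shows the knockdown by staining of proximal tubules, and reads from other cells of the whole kidney were not separated here.

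The fall of the fatty acid oxidation and peroxisome lists below matched genes is not a matter of scaling, which moves matched lists alike: the higher of their percentiles was 0.06. A lower share of proximal tubule RNA may explain a part of it. Proximal tubule markers had a median of -0.81, as low as those lists. Other segments and vessels were at 0.061, or 0.48 with equal totals. Relative to matched lists, the markers fell less, at -0.81 against -0.60. Fatty acid oxidation was at -0.71 against -0.33 and the peroxisome at -0.59 against -0.19. The matched genes were not screened for expression in the proximal tubule and may carry the same fall in share. This comparison therefore cannot decide, and whether the lower share is the whole cause stays open.

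The folds of Tables S5 and S6 are consistent with a constant added to each library's reads, with a largest relative error of 5.1e-08. Their p-values may rest on 1 fixed dispersion for all genes. Solved from an exact negative binomial test for the 11 genes of the tables with at least 100 reads in both libraries, the dispersion had a median of 0.00996 and ranged from 0.00963 to 0.0100. Over the 85 genes that could be solved, it ranged from 0.0011 to 0.022, and the cause of the wider range at few reads was not tested. With 1 library per group, such a p-value reflects an assumed spread and no measured one.

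T and B cell markers (8 genes) had a median of 1.71, at percentile 99.4 among matched lists.

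The Lcn2 3′-UTR of the main Lcn2 transcript (915 nt) lies on chromosome 2 of GRCm38 from 32384633 to 32384864, on the minus strand, after the stop codon TGA. The results section places the stem-loop at nucleotides past this length when counted from the stop codon, whereas the legend of Fig. 4A gives positions that start within it and end past it. The sequence is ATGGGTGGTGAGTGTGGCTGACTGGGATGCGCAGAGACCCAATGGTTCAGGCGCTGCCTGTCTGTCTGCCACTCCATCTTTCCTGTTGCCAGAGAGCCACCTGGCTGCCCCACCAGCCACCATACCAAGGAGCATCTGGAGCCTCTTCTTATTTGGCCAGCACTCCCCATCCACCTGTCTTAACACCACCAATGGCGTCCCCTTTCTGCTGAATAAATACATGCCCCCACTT.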
